# Microglial NF-κB drives tau spreading and toxicity in a mouse model of tauopathy

**DOI:** 10.1038/s41467-022-29552-6

**Published:** 2022-04-12

**Authors:** Chao Wang, Li Fan, Rabia R. Khawaja, Bangyan Liu, Lihong Zhan, Lay Kodama, Marcus Chin, Yaqiao Li, David Le, Yungui Zhou, Carlo Condello, Lea T. Grinberg, William W. Seeley, Bruce L. Miller, Sue-Ann Mok, Jason E. Gestwicki, Ana Maria Cuervo, Wenjie Luo, Li Gan

**Keywords:** Neural ageing, Neuroimmunology, Alzheimer's disease

## Abstract

Activation of microglia is a prominent pathological feature in tauopathies, including Alzheimer’s disease. How microglia activation contributes to tau toxicity remains largely unknown. Here we show that nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) signaling, activated by tau, drives microglial-mediated tau propagation and toxicity. Constitutive activation of microglial NF-κB exacerbated, while inactivation diminished, tau seeding and spreading in young PS19 mice. Inhibition of NF-κB activation enhanced the retention while reduced the release of internalized pathogenic tau fibrils from primary microglia and rescued microglial autophagy deficits. Inhibition of microglial NF-κB in aged PS19 mice rescued tau-mediated learning and memory deficits, restored overall transcriptomic changes while increasing neuronal tau inclusions. Single cell RNA-seq revealed that tau-associated disease states in microglia were diminished by NF-κB inactivation and further transformed by constitutive NF-κB activation. Our study establishes a role for microglial NF-κB signaling in mediating tau spreading and toxicity in tauopathy.

## Abstract (web summary)

Wang et al show that microglial NF-κB activation is essential for tau spreading and tau-mediated spatial learning and memory deficits in tauopathy mice. Inactivation of NF-κB reversed tau associated microglial states and rescued autophagy deficits.

## Introduction

Abnormal aggregation and spreading of the microtubule-associated protein tau is the key defining feature of a group of heterogeneous neurodegenerative diseases known as tauopathies^1^. Alzheimer’s disease (AD) is the most common tauopathy, with a hallmark of neurofibrillary tangles (NFTs) composed of insoluble tau fibrils. Tau pathology correlates more closely with synaptic loss, neurodegeneration, and cognitive decline than does amyloid pathology^2–4^. Understanding the pathogenic mechanism induced by pathological tau is critical for developing effective therapeutics for AD and other tauopathies.

Neuroinflammation, the immune response in the central nervous system (CNS) characterized by reactive gliosis and increased inflammatory molecules, is one of the early and sustained pathological features of tauopathies^5^. Microglia, the resident innate immune cells in the CNS, are key players in neuroinflammation. Recent genetic and gene network analysis of late-onset AD (LOAD) identified several risk variants predominantly expressed in microglia, implicating a pivotal role of microglia in AD pathogenesis^6^. Reactive microglia have been observed to associate with NFTs in AD^7^, primary tauopathies^8,9^, and tau transgenic models^10,11^. In vitro studies confirm that tau directly activates microglia and triggers a proinflammatory profile^12^. Accumulated evidence also suggests that microglia are involved in tau-mediated pathobiology, including tau phagocytosis^13,14^, post-translational modification and aggregation^15,16^, spreading^17^, and tau-induced synaptic loss^18^. Blockade of microglia proliferation attenuates tau-induced neurodegeneration and functional deficits^19^. However, the molecular pathways underlying microglia-mediated tau toxicity remain poorly defined.

NF-κB is a transcription factor known to modulate many target genes that are associated with neuroinflammation, glial activation, oxidative stress, cell proliferation, and apoptosis in the central nervous system. IκB kinase (IKK) activates NF-κB via phosphorylation and subsequent degradation of IκBα, an inhibitor of NF-κB^20^. Genetic manipulations of IκB and IKK using the Cre-lox system enable conditional activation or inactivation of NF-κB and the dissection of functions of NF-κB in specific cell types^21^. Such studies have shown that neuronal NF-κB plays an essential role in synaptic plasticity and regulating learning and memory behaviors in basal conditions^22,23^, whereas in pathological conditions, the anti-apoptotic role of neuronal NF-κB is associated with neuroprotective effects^24,25^. Microglial NF-κB also regulates synaptic plasticity^26^.

Dysregulation of NF-κB has been implicated in AD pathogenesis^27,28^. Indeed, in a meta-analysis, NF-κB signaling was found to be among the most perturbed pathways in LOAD brains^29^. NF-κB is known to be activated by amyloid β (Aβ) and to contribute to Aβ production^30,31^. We previously showed that specific inhibition of microglial NF-κB activation via deacetylation of p65 protected against Aβ toxicity in glial-neuron co-cultures^32^. However, very little is known about the role of microglial NF-κB activation in tauopathy.

Our current study establishes NF-κB signaling as a central transcription factor driving tau responses in vitro and in vivo models of tauopathy. By genetically deleting or activating IKKβ kinase selectively in microglia, we investigated how microglial NF-κB signaling contributes to tau processing, seeding, and spreading, as well as tau toxicity using behavioral studies. Using bulk and single-nuclei RNA-sequencing (RNA-seq), we dissected how microglial NF-κB activation and inactivation modify overall transcriptomic changes, tau-associated microglial states, and underlying pathways in microglia. Our findings uncover mechanisms by which microglial NF-κB activation drives disease progression in tauopathy.

## Results

### Tau activates NF-κB pathway in microglia

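Primary microglia from wild-type mice were treated with vehicle or with 2 µg/ml full-length tau fibrils for 24 h, with 4 cultures in each group. Their RNA was sequenced as QuantSeq 3′ mRNA-Seq libraries, in which reads start near the 3′ end of a transcript, so that a gene's count does not grow with its length. The authors mapped the reads to the mouse genome GRCm38 with GENCODE annotation and deposited 1 table per library, with the number of reads counted on each of 47643 Ensembl genes and no normalization. The paper names RSEM as the source of its read count table, while the deposited tables hold whole numbers and end with 5 lines for reads that were not counted on a gene, and these lines were left out of the library sizes. The total count per library was 1752025 to 2731230 with tau fibrils, with a median of 2163337, and 1672052 to 4640645 with vehicle, with a median of 1903005. Reads that fell outside annotated genes were 16.3% to 22.2% of the uniquely mapped reads with tau fibrils and 23.3% to 29.1% with vehicle. The counts were normalized by the trimmed mean of M-values (TMM) method of edgeR, and genes were kept where edgeR's filterByExpr found enough counts, which left 10408 genes. The groups were compared with edgeR's quasi-likelihood test, and a gene was called a DEG at a Benjamini-Hochberg FDR under 0.05. Expression of single genes is given as TMM-normalized CPM, and the standard error of a log2 fold change was taken from the fold change and its F statistic. The biological coefficient of variation between cultures of a group was 16.7%. The counts hold reads and not molecules, so the limits given for counts of 0 cover counting error only.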

To determine tau-induced transcriptome changes in microglia, we treated primary mouse microglia with synthetic 0N4R full-length wild-type (FL_WT) tau fibrils for 24 h and analyzed them by RNA-seq. Synthetic recombinant tau monomers and fibrils contained negligible endotoxin (Supplementary Data 1). 

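Of the 10408 genes tested, 3108 were DEGs between tau-stimulated and vehicle-treated microglia (edgeR quasi-likelihood test, Benjamini-Hochberg FDR under 0.05), 1506 of them higher and 1602 lower with tau fibrils. In 2944 genes, or 28.3%, the 4 tau-stimulated cultures all lay above or all below the 4 vehicle-treated ones, against 2.86% by chance. With total-count scaling in place of TMM, which shifted the median log2 fold change of all genes to -0.16, the DEGs were 1057 higher and 2254 lower, so the share of higher genes depends on the scaling. Leaving out each culture in turn gave 2517 to 3038 DEGs. Among genes whose groups did not overlap, the largest fitted increases were those of Gm12250 (ENSMUSG00000082292, chromosome 11, 58187739 to 58189012), Aoah (ENSMUSG00000021322, chromosome 13, 20794113 to 21036617) and Ifi206 (ENSMUSG00000037849, chromosome 1, 173468485 to 173491041). All 3 genes had at most 3 counts in every vehicle library, so only lower limits can be given, and expression with tau fibrils was at least 15.9-fold higher for Gm12250, at least 40.7-fold higher for Aoah and at least 24.6-fold higher for Ifi206. The annotation lists Gm12250 as a processed pseudogene. The largest decreases were a log2 fold change of -2.70 for Lsp1 (standard error 0.40, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 6.9e-06), -2.45 for Frmd6 (standard error 0.45, FDR = 1.4e-04) and -2.36 for Afap1l2 (standard error 0.41, FDR = 5.7e-05), each lower in 4 of 4 tau-stimulated cultures.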

Out of 2975 differentially expressed genes (DEGs, False Discovery Rate (FDR) < 0.05) (Fig. 1a and Supplementary Data 2), Ingenuity Pathway Analysis (IPA) revealed that the top affected canonical pathways were associated with cellular immune responses, morphological changes, cell movement, survival, and proliferation (Fig. 1b, Supplementary Data 3). NF-κB signaling, which is involved in the upstream or downstream regulation of many other canonical pathways, such as Tumor Necrosis Factor Receptor 2 (TNFR2), toll-like receptor (TLR), interferon, and interleukin 12 (IL-12) signaling, was among the top altered cellular immune response pathways. 

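IPA was not repeated, and gene lists written before the data were examined were tested in its place with camera in limma, at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over all 55 pairs of list and comparison. Of these pairs, 30 had an FDR under 0.05, 19 of them higher and 11 lower. Of the 30, 23 also passed with fry and 15 with camera's estimated correlation. Among all 55 pairs, 29 passed with fry. The lists include the genes drawn in Fig. 1i and Fig. 1j, which the study chose on its own samples. Their pairs with the comparisons they were drawn from are therefore not independent evidence. In tau-stimulated microglia the NF-κB response list, 32 genes of which 24 were tested, had a median log2 fold change of 1.30 (camera FDR = 1.4e-10), and it passed with the estimated correlation (FDR = 0.013) and with fry (FDR = 3.5e-06). Of its genes, 20 were higher and 4 lower with tau fibrils, and the DEGs were 18 higher and 1 lower, or 19 and 1 when adjusted over the list alone. The interferon response list had a median log2 fold change of 4.01 over 37 genes (camera FDR = 6.4e-44), or 3.71 with the 5 genes at the count limit in vehicle set to their lower bounds. All 37 were DEGs with higher expression, and the count adjusted over the list alone was the same 37. The cell cycle list went the other way, with a median of -0.98 over 33 genes (camera FDR = 4.5e-09), 23 of which were DEGs with lower expression, or 24 adjusted over the list alone. With total-count scaling the medians were 1.15 for the NF-κB response, 3.86 for the interferon response and -1.13 for the cell cycle list. Of the NF-κB response genes, 10 are also in another list, as are 3 of the interferon genes. From its pathway analysis of the DEGs, the paper states that NF-κB signaling was among the immune pathways most altered by tau.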

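The chemokine gene Ccl5 (ENSMUSG00000035042) lies on chromosome 11 of GRCm38 from 83525778 to 83530518, and its expression was 3490 ± 316 CPM with tau fibrils and 44.3 ± 13.4 CPM with vehicle (mean ± SD, n = 4 each). Its log2 fold change was 6.29 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 3.5e-19). Every tau-stimulated culture lay above every vehicle-treated one for Ccl5 and for each of the other genes given here (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). Cxcl9 (chromosome 5, 92321347 to 92328079) was at 48.8 ± 2.82 CPM with tau fibrils and at 1 to 3 counts per library with vehicle, which makes it at least 36.0-fold higher. Expression of C3 (chromosome 17, 57203970 to 57228136) rose from 12.6 ± 3.36 to 602 ± 92.4 CPM, a log2 fold change of 5.64 (standard error 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.7e-18). For Il1b (chromosome 2, 129364570 to 129371139), 17.7 ± 7.51 CPM with vehicle and 172 ± 25.4 CPM with tau fibrils gave a log2 fold change of 3.29 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 3.7e-13), and the annotation has an antisense gene, Il1bos, over its exons. Il12b (chromosome 11, 44400063 to 44414033) had too few counts to be tested, with at most 8 in a tau-stimulated library and at most 1 with vehicle, and it was at least 1.51-fold higher. Without the filter on low counts, an alternative applied to single genes only after the data were seen, Il12b had a fitted log2 fold change of 3.77 (edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0268). Tnf (chromosome 17, 35199381 to 35202007) was at 31.0 ± 5.86 CPM with tau fibrils against 6.68 ± 3.49 CPM, a log2 fold change of 2.10 (standard error 0.29, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 2.5e-06). The Fc receptor gene Fcgr1 (chromosome 3, 96282909 to 96293969) had a log2 fold change of 3.19 (standard error 0.18, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 8.8e-14), from 32.4 ± 12.2 to 292 ± 35.7 CPM. Nfkbia (chromosome 12, 55489410 to 55492647) rose from 303 ± 25.8 to 665 ± 32.3 CPM, a log2 fold change of 1.13 (standard error 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 3.6e-08). The 7 tested genes remained DEGs in the same direction under every alternative that was run.

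**Figure D1:**
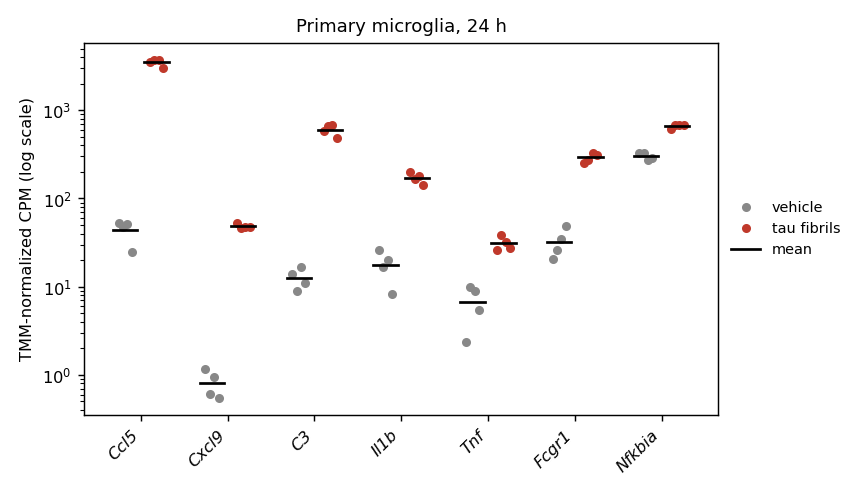
TMM-normalized CPM on a log scale for 7 genes in primary microglia treated with vehicle (grey) or tau fibrils (red). Each point is 1 culture and each bar the mean of 4, and the tau-stimulated cultures lie above the vehicle-treated ones for every gene.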

Many NF-κB target genes were upregulated, including chemokines and receptors, such as C–C Motif Chemokine Ligand 5 (*Ccl5*), C–X–C Motif Chemokine Ligand 9 *(Cxcl9)*, complement component *C3*, proinflammatory cytokines interleukin 1 beta (*Il1b)*, Interleukin 12b (*Il12b)*, and Tumor Necrosis Factor (*Tnf*), Fc fragment of IgG receptors involved in phagocytosis such as Fc receptor, IgG, high affinity I (*Fcgr1)*, and the NF-κB pathway component  NF-κB Inhibitor Alpha (*Nfkbia)* (Fig. 1a).

**Fig. 1:**
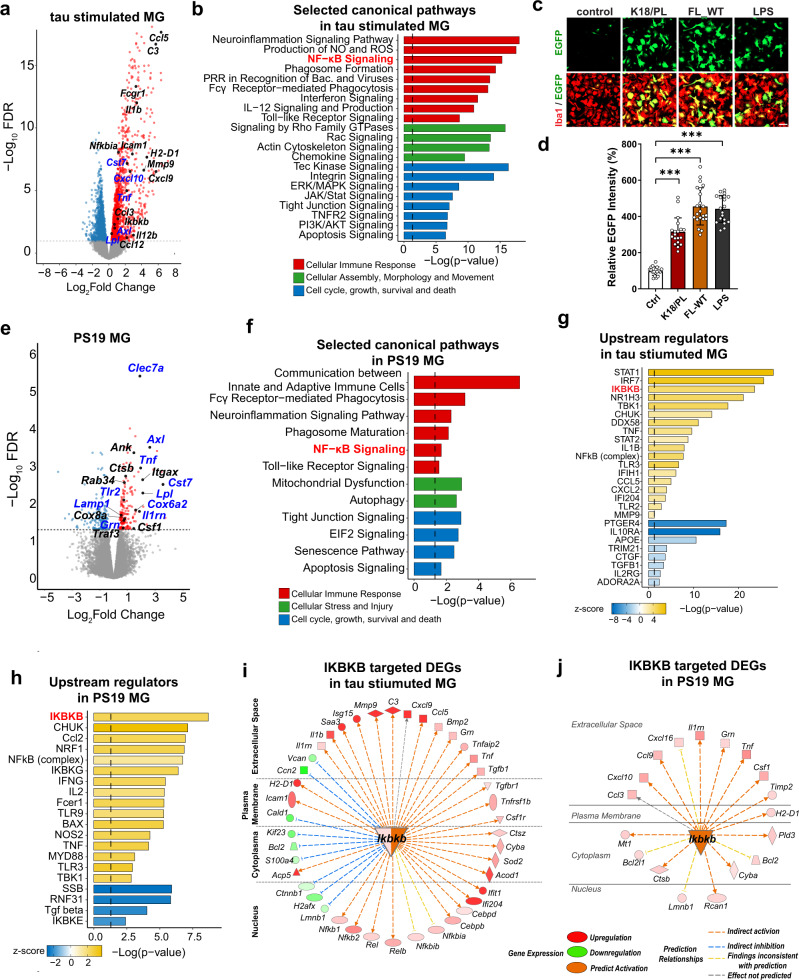
Tau activates NF-κB pathway in microglia. **a** Volcano plot of significant DEGs between full-length wild-type tau fibril-treated and vehicle-treated primary mouse microglia. Colored points represent FDR < 0.05 (−log (FDR) ≥ 1.3, dashed line), log_2_FC > 0 upregulated genes (red) and log_2_FC < 0 downregulated genes (blue). Selected NF-κB pathway associated genes and DAM signature genes are highlighted. FC fold change. **b** Selected IPA canonical pathways identified for significant DEGs of tau-stimulated microglia. Canonical pathways are grouped by indicated categories. **c**, **d** Primary microglia infected with NF-κB reporter (Lenti-κB-dEGFP) virus were incubated with K18/PL fibrils (2.5 ug/ml), full-length wild-type (FL-WT) tau fibrils (2 ug/ml), and LPS (50 ng/ml) for 24 h. **c** Representative fluorescence high-content images of EGFP (green) and microglial marker Iba1 (red); **d** Quantification of EGFP intensity. Scale bar, 50 μm. Values are mean ± SD, relative to vehicle control. Total *N* = 18(ctrl), 19(K18/PL), 22(FL-WT) and 19(LPS) wells from three independent experiments. P-value was calculated using multilevel mixed-effect model with experiment as hierarchical level, ***p < 0.001. Source data are provided as a Source data file. **e** Volcano plot of significant DEGs between isolated microglia from 11-month-old PS19 mice and non-transgenic controls. Selected NF-κB pathway associated genes and DAM signature genes are highlighted. **f** Selected IPA canonical pathways identified for significant DEGs in PS19 microglia. Canonical pathways are grouped by indicated categories. **g**, **h** Selected IPA predicted upstream regulators for DEGs of tau-stimulated microglia (**g**) and PS19 microglia (**h**). IKBKB (distinguished in red) is among the top upstream regulators. **i**, **j** The network of DEGs regulated by IKBKB in tau-stimulated microglia (**i**) and PS19 microglia (**j**). Locations, gene expression levels and predicted relationships with IKBKB are illustrated as indicated labels. Shades of red and green represent log_2_FC of selected DEGs. Genes highlighted in blue in **a** and **e** are selected DEGs upregulated in both tau-stimulated microglia and PS19 microglia. *P*-values of **b**, **f**, **g**, **h** were calculated using right-tailed Fisher’s exact test with threshold of significant enrichment as *p*-value ≤ 0.05 (indicated by a dotted line of −log (*p*-value) = 1.3).

NF-κB transactivation was also measured with a reporter assay. Primary microglia were infected with lentivirus expressing EGFP under the control of the 5× κB enhancer element (Lenti-κB-dEGFP)^32^. Both FL_WT and K18/PL tau fibrils, a truncated form of human tau fibrils containing only microtubule-binding domains with the P301L *MAPT* mutation^33^, significantly induced EGFP expression, indicating the activation of NF-κB promoter by tau fibrils (Fig. 1c, d). Wild-type or P301L mutant tau monomers also induced EGFP expression in microglia infected with Lenti-κB-dEGFP, confirming that both tau fibrils and monomers can activate the microglial NF-κB pathway (Supplementary Fig. 1a, b). The extent of NF-κB activation induced by 2–2.5 ug/ml tau fibrils was comparable to that of 50 ng/ml lipopolysaccharide, which contains 250–2000 fold more endotoxin (Supplementary Data 1).

We next profiled microglial transcriptional changes in a tauopathy mouse model of isolated microglia from 11-month-old PS19 mice. 

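Microglia were isolated from male PS19 mice, which carry a human tau transgene with the P301S mutation, and from non-transgenic (NTG) mice at 11 months of age, with 4 mice per group. The libraries were made and counted like those of the tau-stimulated cultures and were deposited as counts per gene. Total counts were 3892830 to 7615105 per PS19 library, with a median of 6134804, and 1864382 to 5108921 per NTG library, with a median of 2321676. The PS19 libraries were thus deeper by the median, although the NTG library CW_01_25 had more counts than the PS19 library CW_01_22. Between 19.9% and 38.3% of the uniquely mapped reads in PS19 and between 23.4% and 34.8% in NTG lay outside annotated genes. The labels give an age of 10.98 months for the PS19 mice and 2 of the NTG mice and 11.18 months for the other 2 NTG mice. The same normalization, filter and test were applied to these 8 libraries alone, and 11323 genes were tested. The biological coefficient of variation was 30.5%, the highest of the 4 comparisons of microglia. In simulated data with the means, depths and spread of these libraries, the test recovered 59.7% of 186 tested genes changed by at least 2-fold up or down. Smaller changes were not simulated, so this share does not hold for them.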

Disease-associated microglia (DAM) are identified as a subset of microglia associated with AD and other neurodegenerative diseases with a unique transcriptional signature^34,35^. Some DAM signature genes, such as *Cst7, Axl, Lpl, Itgax, Clec7a, Cox6a2, Ank, Csf1*, and NF-κB target genes, such as *Tnf, Il1rn, Tlr2*, and *Traf3*, were among the upregulated DEGs (FDR < 0.05, Supplementary Data 4) (Fig. 1e). 

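Of the 11323 genes tested, 8 were DEGs between PS19 and NTG microglia (edgeR quasi-likelihood test, Benjamini-Hochberg FDR under 0.05), all with higher expression in PS19, and 977 genes had an unadjusted p under 0.05. Besides Itgax, Cst7, Axl and Clec7a they were Chst2, Actr3b, Sdc3 and Nes, the last 2 of which were picked out after their values were seen. The count depended on the processing, with 98 DEGs by DESeq2, 4 by limma-voom and 166 without a filter on low counts, and with 54 when the PS19 library CW_01_22 was left out. With age as a covariate, which sets the 2 older NTG mice apart, no gene was a DEG (0, with 552 at an unadjusted p under 0.05), and the FDR by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0521 for Cst7 and Itgax, 0.114 for Axl and 0.337 for Clec7a, while their log2 fold changes were 3.73, 2.15, 2.80 and 2.06. Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944 in GRCm38) was at 240 ± 106 CPM in PS19 and 21.5 ± 7.54 CPM in NTG (mean ± SD, n = 4 mice each), a log2 fold change of 3.49 (standard error 0.35, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 8.2e-04). Axl (chromosome 7, 25757273 to 25788705) had a log2 fold change of 2.67 (standard error 0.31, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0030), Itgax (chromosome 7, 128129547 to 128150657) one of 2.08 (standard error 0.19, FDR = 8.2e-04) and Clec7a (chromosome 6, 129461591 to 129472779) one of 1.97 (standard error 0.28, FDR = 0.0195). Clec7a did not pass in 5 of the 8 fits that each left out 1 library, where its FDR rose as far as 0.147 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 groups were fully separated, in either direction, in 5.77% of all genes tested, against 2.86% by chance. Genes that the paper names were DEGs of these same samples there, so such a separation is not independent evidence for them. For 6 further genes every PS19 library lay above every NTG library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow), although their FDR was above 0.05. Their log2 fold changes by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 2.47 for Lpl (FDR = 0.108), 1.53 for Ank (FDR = 0.0867), 1.50 for Csf1 (FDR = 0.108), 1.86 for Tnf (FDR = 0.0769), 1.89 for Il1rn (FDR = 0.108) and 0.75 for Tlr2 (FDR = 0.351). For Cox6a2, with a log2 fold change of 1.43 (edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.232), and Traf3, with 0.58 (FDR = 0.557), 3 of 4 PS19 libraries lay above every NTG library. Lpl, Cox6a2, Ank, Csf1, Tnf and Il1rn were DEGs by DESeq2 and without the PS19 library CW_01_22, while Tlr2 and Traf3 were not DEGs under any alternative that was run.

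**Figure D2:**
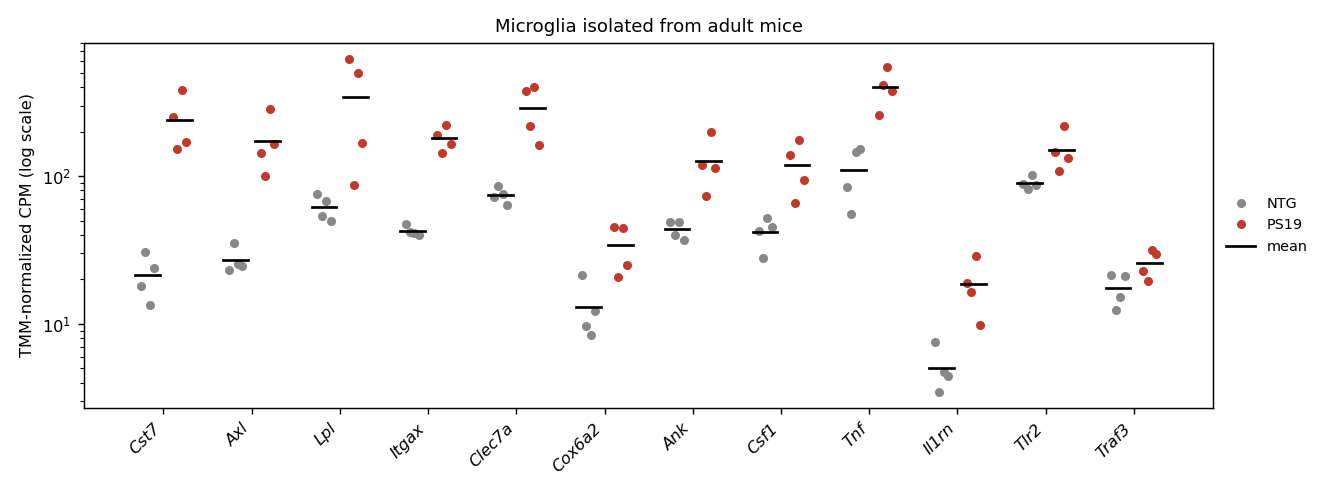
TMM-normalized CPM on a log scale for 12 genes in microglia isolated from NTG (grey) and PS19 (red) mice. Each point is 1 mouse and each bar the mean of 4, and only Cox6a2 and Traf3 have a PS19 point within the range of the NTG points.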

Fifty-nine of 187 upregulated DEGs in PS19 microglia, including DAM genes (e.g., *Clec7a, Cst7, Lpl*) and NF-κB target genes (e.g. *Tnf, Il1rn, Tlr2*), were also upregulated in tau fibrils stimulated microglia, indicating a similarity between tau-induced transcriptomics changes in microglia in vitro and in vivo. 

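The comparison with the tau-stimulated cultures covered the 9491 genes tested in both experiments, of which 1470 rose with tau fibrils and 8 rose in PS19 microglia. Their overlap was 4 genes, where 1.24 are expected by chance (one-sided Fisher's exact test, p = 0.0238), and 3 of the 8 were lower with tau fibrils. Across the 9491 genes, which are not independent replicates, the log2 fold changes of the 2 experiments had a Pearson r of 0.030 and a Spearman rho of 0.0076. With tau fibrils, the log2 fold change was 2.22 for Cst7 (standard error 0.23, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.4e-08) and 0.52 for Clec7a (standard error 0.13, FDR = 0.0040). Il1rn rose by 0.81 (standard error 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0018) and Tlr2 by 1.95 (standard error 0.16, FDR = 8.5e-11), while Lpl had a log2 fold change of 0.30 (standard error 0.12, FDR = 0.066) and was a DEG by DESeq2 and limma-voom. The number of upregulated DEGs shared by both experiments followed the number of PS19 DEGs, from 0 with age as a covariate and 2 with limma-voom to 37 with DESeq2 and 46 without a filter. From the genes upregulated in both experiments, the paper reasons that the changes tau causes in microglia in culture and in the brain are similar.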

(Fig. 1a, e and Supplementary Data 5). NF-κB signaling was also identified as one of the top differentially regulated pathways in PS19 microglia (Fig. 1f). 

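In PS19 microglia the NF-κB response list had a median log2 fold change of 0.62 over 32 genes (camera, Benjamini-Hochberg FDR = 3.8e-08), with 25 genes higher and 7 lower. The list did not pass with camera's estimated correlation (FDR = 0.183) or with fry (FDR = 0.0676). None of its genes was a DEG over all genes tested, where 977 genes had an unadjusted p under 0.05, and 11 were DEGs when adjusted over the list alone (edgeR quasi-likelihood test). Leaving out 1 library moved the median to between 0.44 and 0.87, and it was 0.44 without the NTG library CW_01_24 and 0.31 with age as a covariate. The list of disease-associated microglia genes had a median of 0.92 over 28 genes (camera, Benjamini-Hochberg FDR = 4.7e-15) and passed with fry (FDR = 0.0121) but not with the estimated correlation (FDR = 0.0736). Of these genes, 27 were higher in PS19, 4 were DEGs and 18 were DEGs when adjusted over the list alone, and the median was 0.47 without the PS19 library CW_01_21.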

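For the cytochrome-c oxidase subunit gene Cox8a (ENSMUSG00000035885, chromosome 19, 7215153 to 7217616), expression was 218 ± 83.6 CPM in PS19 and 124 ± 29.1 CPM in NTG microglia (mean ± SD, n = 4 mice each). The log2 fold change of 0.81 (standard error 0.28, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.436) did not pass, although the unadjusted p was 0.0119, with 3 of 4 PS19 libraries above every NTG library. Among the endo-lysosomal genes, Ctsb (ENSMUSG00000021939, chromosome 14, 63122462 to 63145923) was at 3293 ± 934 CPM in PS19 and 1779 ± 107 CPM in NTG, a log2 fold change of 0.89 (standard error 0.22, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.242). Lamp1 (chromosome 8, 13159161 to 13175338) had 2228 ± 398 against 1543 ± 142 CPM and a log2 fold change of 0.53 (standard error 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.459). Grn (chromosome 11, 102430315 to 102437048) had a log2 fold change of 0.71 (standard error 0.21, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.357) and Rab34 (chromosome 11, 78188430 to 78192193) one of 0.77 (standard error 0.20, FDR = 0.260). For Ctsb, Grn and Rab34 every PS19 library lay above every NTG library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow), and for Lamp1 3 of 4 did. The paper named these genes as upregulated from the same samples, so their separation is not independent evidence. The annotation has antisense genes over exons of Ctsb, Lamp1 and Grn. Ctsb was a DEG by DESeq2 and Cox8a only without a filter on low counts, whereas Lamp1, Grn and Rab34 were not DEGs under any alternative that was run.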

Other pathways and DEGs included cell growth and death, mitochondrial dysfunction, and autophagy pathways, together with cytochrome-c oxidases, the terminal enzymes of the mitochondrial respiratory chain, such as *Cox6a2*, *Cox8a*, and endo-lysosome associated genes, such as *Ctsb, Lamp1, Grn, Rab34*, all of which were upregulated in PS19 microglia (Fig. 1e, f and Supplementary Data 6). Consistent with the canonical pathways associated with NF-κB activation, cell movement, and migration, inflammatory responses and phagocytosis were the top activated biological functions in tau-stimulated microglia and PS19 microglia (Supplementary Fig. 1c, d). Specifically, IκB kinase complex subunit IKKβ (*Ikbkb*) was identified as one of the top upstream regulators responsible for tau-mediated transcriptomic changes in primary microglia (Fig. 1g) and PS19 microglia (Fig. 1h) using IPA upstream regulatory analysis^36^. 

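The target genes of IKKβ drawn in Fig. 1i and Fig. 1j were tested as lists, and because the study chose them on these samples their enrichment is not independent evidence. All 33 genes drawn in Fig. 1i were DEGs with higher expression in tau-stimulated microglia, also when adjusted over the list alone, with log2 fold changes of 0.49 to 6.29 and a median of 1.64 (camera, Benjamini-Hochberg FDR = 3.9e-28). The median stayed 1.64 with the 2 genes at the count limit set to their lower bounds. In PS19 microglia 31 of these genes were tested, with a median of 0.27, 20 higher and 11 lower and no DEG, or 6 when adjusted over the list alone. Leaving out 1 library moved this median to between 0.14 and 0.32. The list passed there with camera (Benjamini-Hochberg FDR = 0.0029) but not with camera's estimated correlation (FDR = 0.248) or fry (FDR = 0.0833). The 18 genes drawn in Fig. 1j were all higher in PS19 microglia, with a median log2 fold change of 0.82 (camera, Benjamini-Hochberg FDR = 3.9e-21), and none was a DEG over all genes tested while all 18 were when adjusted over the list alone. This list also passed in PS19 with camera's estimated correlation (FDR = 0.013) and with fry (FDR = 3.3e-04). In tau-stimulated microglia the same 18 genes had a median of 0.58 (camera, Benjamini-Hochberg FDR = 0.0016), with 12 higher and 6 lower. Of the genes in the lists, 18 from Fig. 1i and 10 from Fig. 1j are also in another of the lists tested.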

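Ikbkb (ENSMUSG00000031537), the gene of IKKβ, lies on chromosome 8 of GRCm38 from 22659212 to 22706589, and no other annotated gene overlaps its exons. Its expression was 71.9 ± 5.77 CPM with tau fibrils and 47.2 ± 7.80 CPM with vehicle (mean ± SD, n = 4 each), a log2 fold change of 0.62 (standard error 0.16, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0044). All 4 tau-stimulated cultures lay above all 4 vehicle-treated ones (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow), and the fold change remained past the threshold under every alternative that was run, at 0.46 to 0.73. In PS19 microglia Ikbkb was at 74.2 ± 13.4 CPM and in NTG microglia at 60.8 ± 6.55 CPM (mean ± SD, n = 4 mice each). The log2 fold change of 0.29 (standard error 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.697) did not exceed the spread between mice. The effects of tau fibrils and of the PS19 genotype on Ikbkb were not tested against each other.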

*Ikbkb* gene itself was also upregulated in tau-stimulated microglia, and predicted to be activated in PS19 microglia (Fig. 1i, j). Indeed, a large repertoire of DEGs was predicted to be regulated by IKKβ, supporting IKKβ activation as a master regulator of tau-mediated microglial NF-κB activation.

### NF-κB transforms transcriptomes in cultured microglia

To directly investigate the cell-autonomous effects of NF-κB in microglia, we activated IKKβ in microglia by crossing *Cx3cr1*^*CreERT2*^ mice^37^ with R26-Stop^FL^ikk2ca mice, in which a constitutively active form of IKKβ was inserted into the Floxed-Rosa locus with a stop codon (hereafter referred to as “*IkbkbCA*^*F/F*^” mice)^38^. 

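Primary microglia with the Cx3cr1-CreERT2 allele and the constitutively active IKKβ transgene (IkbkbCA, 5 cultures) and control cultures without Cre (IkbkbWT, 5 cultures) were all given 4-hydroxytamoxifen, which lets the Cre recombinase act. Cre and the active transgene therefore come together in every IkbkbCA culture, and the comparison includes any effect of Cre. The libraries were prepared, mapped and counted like those of the tau-stimulated cultures. The total count was 3875467 to 7191603 per IkbkbCA library, with a median of 5610956, and 4963353 to 8349128 per IkbkbWT library, with a median of 5924052. Reads outside annotated genes were 12.4% to 14.0% of the uniquely mapped reads in IkbkbCA and 15.9% to 18.7% in IkbkbWT. With the normalization, filter and test used for the tau-stimulated cultures, 11697 genes were tested, and the biological coefficient of variation was 23.5%. As a check of the labels, Ikbkb was at 55.2, 59.8, 55.9, 45.0 and 46.8 CPM in the 5 IkbkbCA libraries and at 45.5, 58.6, 41.2, 44.0 and 45.1 CPM in the 5 IkbkbWT libraries. Its log2 fold change was 0.17 (standard error 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.405), so the transgene was not detectable in the reads counted on Ikbkb, and the counts do not show which reads of the transgene would fall on that gene. NF-κB genes separated the groups, with a log2 fold change of 1.72 for Relb (standard error 0.10, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.8e-06), 1.28 for Nfkb2 (standard error 0.13, FDR = 5.0e-05) and 1.38 for Nfkbia (standard error 0.13, FDR = 3.7e-05), all 3 named after their values were seen. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), the locus that carries CreERT2, was at 1192 ± 74.9 CPM in IkbkbCA and 1763 ± 196 CPM in IkbkbWT (mean ± SD, n = 5 each). This log2 fold change of -0.56 (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0015) placed all 5 IkbkbCA libraries below all 5 controls (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 allow).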

We treated primary microglia from *Cx3cr1*^*CreERT2/+*^; *IkbkbCA*^*F/F*^ mice with 4-hydroxy tamoxifen^39^ to induce Cre expression (Fig. 2a). Elevation of *Ikbkb* was confirmed by RT-qPCR (Fig. 2b). We compared the transcriptomes induced by IKKβCA with those induced by tau stimulation, and observed 693 shared DEGs (556 upregulated and 137 downregulated) (Fig. 2c and Supplementary Data 7), suggesting that tau-induced alterations may be partially mediated by NF-κB activation. 

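Between IkbkbCA and IkbkbWT microglia, 1692 of 11697 genes were DEGs (edgeR quasi-likelihood test, Benjamini-Hochberg FDR under 0.05), 855 higher and 837 lower in IkbkbCA. The 10 libraries varied together in 3 sets that each hold both genotypes, and with these sets as a covariate, chosen after seeing the data, 2846 genes were DEGs, 1286 higher and 1560 lower, among them all 1692. The sets were found in the same libraries, so a smaller spread follows in part from how they were chosen. Leaving out each library in turn gave 1253 to 1693 DEGs, and total-count scaling, under which the median of all genes was -0.11, gave 753 higher and 1252 lower. Of the 10058 genes tested here and in the tau-stimulated cultures, 473 were upregulated in both, against 115.5 expected by chance (one-sided Fisher's exact test, p = 1.04e-214). The downregulated DEGs in common were 147, against 105.1 expected (one-sided Fisher's exact test, p = 6.85e-06). With total-count scaling the genes in common were 410 upregulated and 260 downregulated. Another 100 genes were DEGs of both comparisons in opposite directions, 78 of them higher with tau fibrils and lower in IkbkbCA and 22 the reverse. Across the 10058 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.562 and a Spearman rho of 0.275. The tau-stimulated cultures also shared DEGs with Ikbkb−/− microglia, in which counts of Ikbkb were lower but not absent. Reads start near the 3′ end, so these counts do not show how much intact transcript remained. Of 9859 genes, 359 were upregulated in both, against 118.1 expected (one-sided Fisher's exact test, p = 6.62e-104), and 143 downregulated, against 92.97 expected (one-sided Fisher's exact test, p = 3.01e-08), while 103 were higher with tau fibrils and lower in Ikbkb−/− and 135 the reverse (Pearson r = 0.361, Spearman rho = 0.0525). The 33 NF-κB targets of Fig. 1i, which the study chose on its own samples, had a median log2 fold change of 1.05 in IkbkbCA over 31 tested genes (camera, Benjamini-Hochberg FDR = 3.1e-18), and 21 were DEGs with higher expression, or 25 adjusted over the list alone. Il1b had a log2 fold change of 2.44 in IkbkbCA (standard error 0.43, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0026) and Ccl5 one of 4.42 (standard error 0.49, FDR = 1.1e-04), while that of Tnf, 0.77, did not pass (standard error 0.31, FDR = 0.123). Ccl5 was also higher in Ikbkb−/−, by 3.55 (edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 2.0e-08), where Il1b did not pass (0.29, FDR = 0.412). The difference between the 2 genotypes for Ccl5, 0.92, did not pass (standard error 0.72, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.591). Its increase in IkbkbCA is therefore not specific to active IKKβ. The largest fitted increases in IkbkbCA were those of Hp, Marco and Saa3, and all 3 rested in part on the library CW_01_08, without which the log2 fold changes fell from 7.35 to 5.49, from 6.97 to 3.67 and from 6.89 to 4.77 with an FDR of at most 4.2e-05 (edgeR quasi-likelihood test, Benjamini-Hochberg). By limma-voom with Benjamini-Hochberg adjustment Hp (FDR = 0.110) and Marco (FDR = 0.240) were not DEGs. The largest decreases were -4.56 for Lyve1 (standard error 0.38, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.7e-05), -3.18 for Ccr1 (standard error 0.20, FDR = 3.1e-06) and -3.08 for Egfl7 (standard error 0.23, FDR = 7.6e-06), each lower in 5 of 5 IkbkbCA libraries. The paper proposes from the shared DEGs that part of the response of microglia to tau runs through the activation of NF-κB.

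**Figure D3:**
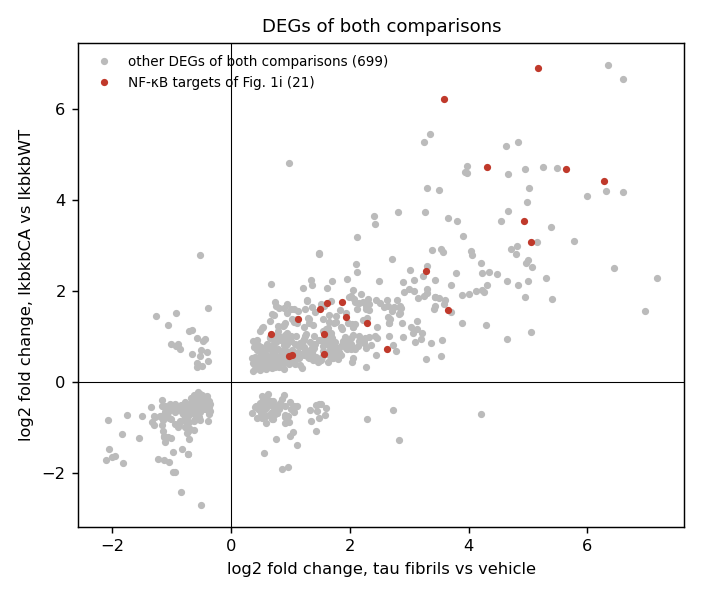
Log2 fold changes with tau fibrils (horizontal axis) and in IkbkbCA microglia (vertical axis) for the 720 genes that were DEGs of both comparisons, each point a gene. The 21 NF-κB targets of Fig. 1i among them (red) are all higher in both, and 100 of the 720 lie in the quadrants of opposite direction.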

IPA analyses of shared DEGs showed that in tau-stimulated microglia, enhanced cell proliferation, movement, phagocytosis, cytotoxicity, and reduced cell death (Fig. 2d), as well as elevation of immune response pathways such as interferon, TLR signaling, and inhibition of apoptosis signaling (Fig. 2e and Supplementary Data 8), may be mediated through NF-κB activation.

**Fig. 2:**
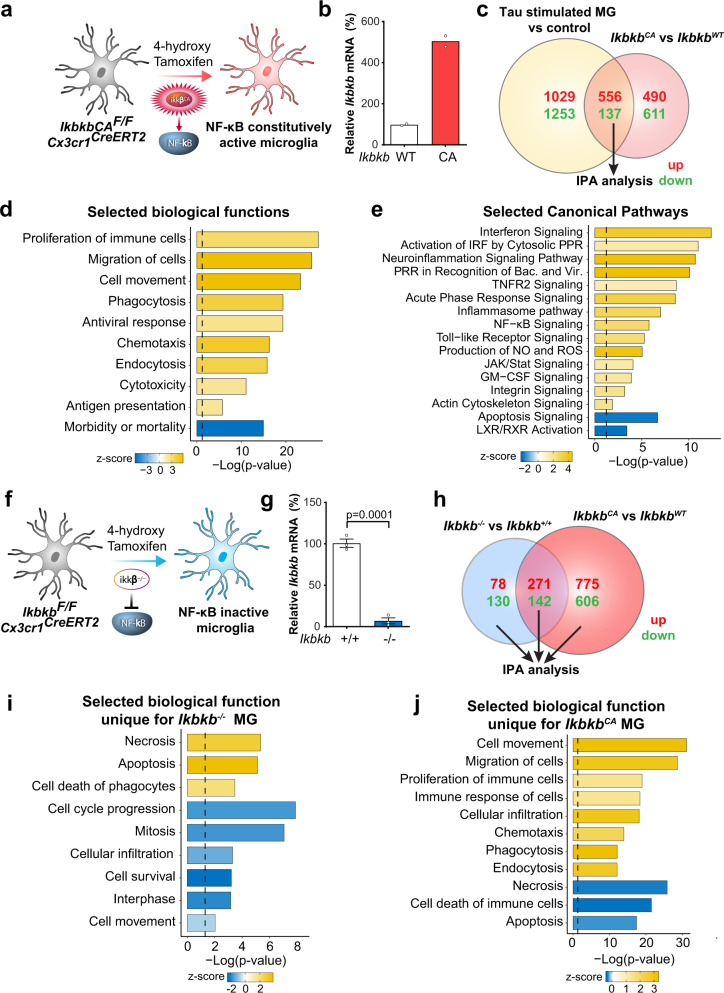
NF-κB-dependent transcriptomic reprograming in primary microglia. **a** Experimental diagram illustrating *IkbkbCA*^*F/F*^ *Cx3cr1*^*CreERT2*^ primary microglia incubated with 4-hydroxytamoxifen to induce IKKβCA expression. **b** Increased *Ikbkb* mRNA levels were confirmed by quantitative PCR analysis. *N* = 2 per genotype. **c** Venn diagram comparing DEGs between *Ikbkb*^*CA*^ microglia and tau-stimulated microglia. DEGs: FDR < 0.05 in comparison to corresponding controls. **d**, **e** Selected IPA biological functions (**d**) and canonical pathways (**e**) identified for shared DEGs of *Ikbkb*^*CA*^ microglia and tau-stimulated microglia identified in **c**. **f** Experimental diagram illustrating *Ikbkb*^*F/F*^ *Cx3cr1*^*CreERT2*^ primary microglia incubated with 4-hydroxytamoxifen to delete IKKβ. **g** Quantitative PCR analysis of *Ikbkb* deletion. *N* = 3 per genotype. Values are mean ± SEM, relative to vehicle control, two-tailed *t*-test. **h** Venn diagram comparing DEGs between *Ikbkb*^*−/−*^ and *Ikbkb*^*CA*^ microglia. DEGs: FDR < 0.05 in comparison to corresponding wild-type control, respectively. **i**, **j** Selected IPA biological functions identified for unique DEGs of *Ikbkb*^*−/−*^ microglia (**i**) and *Ikbkb*^*CA*^ microglia (**j**). *P*-values of **d**, **e**, **i**, **g** were calculated using right-tailed Fisher’s exact test with threshold of significant enrichment as *p*-value ≤ 0.05 (indicated by a dotted line of −log (*p*-value) = 1.3). Source data are provided as a Source data file.

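Primary microglia with the Cx3cr1-CreERT2 allele and floxed Ikbkb, given 4-hydroxytamoxifen (Ikbkb−/−, 4 cultures), were compared with 4 cultures of control microglia without Cre that were treated alike (Ikbkb+/+), so Cre comes together with the deletion in every culture. Ikbkb, the deleted gene, was at 25.4, 24.9, 18.7 and 22.5 CPM in the 4 Ikbkb−/− libraries and at 54.4, 45.9, 53.4 and 55.0 CPM in the 4 Ikbkb+/+ libraries. Its log2 fold change was -1.20 (standard error 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 6.3e-07), and every Ikbkb−/− library lay below every control (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow), as the labels require. The total count was 1792993 to 5548026 per Ikbkb−/− library, with a median of 4553728, and 2689418 to 7436579 per Ikbkb+/+ library, with a median of 5366988. Reads outside annotated genes were 15.1% to 18.2% of the uniquely mapped reads in Ikbkb−/− and 16.5% to 18.4% in Ikbkb+/+. Counts were made by the authors and compared as for the IkbkbCA cultures, with 11242 genes tested and a biological coefficient of variation of 10.9%. Cx3cr1 fell to 1068 ± 105 CPM in Ikbkb−/− from 2384 ± 473 CPM in Ikbkb+/+ (mean ± SD, n = 4 each), a log2 fold change of -1.16 (standard error 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.6e-06).

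**Figure D4:**
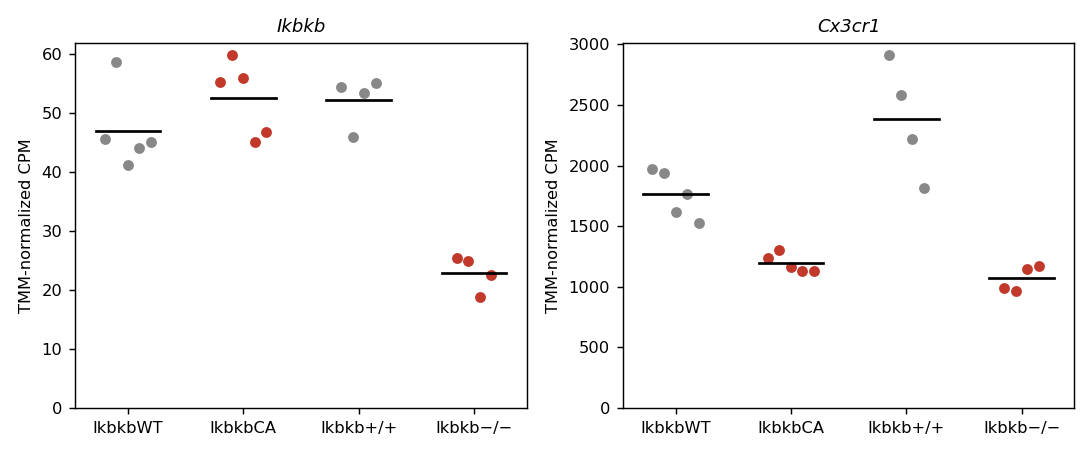
TMM-normalized CPM of Ikbkb (left) and Cx3cr1 (right) in primary microglia of the 2 controls (grey), IkbkbCA and Ikbkb−/− (red). Each point is 1 culture and each bar a group mean, and Ikbkb is lower than in its controls only in Ikbkb−/− while Cx3cr1 is lower in both genotypes.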

In complementary experiments, we selectively inactivated NF-κB in microglia by crossing *Cx3cr1*^*CreERT2*^ mice with *Ikbkb*^*F/F*^ mice^40^, and treated primary microglia with 4-hydroxy tamoxifen^39^ to induce Cre expression (Fig. 2f). Deletion of *Ikbkb* in microglia was confirmed by RT-qPCR (Fig. 2g). To further examine NF-κB-dependent microglial transcriptomes, we next compared the DEGs between IKKβ null and IKKβCA microglia. Inactivation of NF-κB in microglia resulted in 208 unique DEGs (78 upregulated and 130 downregulated), while activation resulted in 1381 unique DEGs (775 upregulated and 606 downregulated) (Fig. 2h, Supplementary Data 9). 

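Ikbkb−/− and Ikbkb+/+ microglia differed by 1641 DEGs among 11242 genes (edgeR quasi-likelihood test, Benjamini-Hochberg FDR under 0.05), of which 859 were higher and 782 lower in Ikbkb−/− microglia, a majority that turned with total-count scaling, to 731 higher and 884 lower. In one fit of all 18 libraries, whose spread is set by all 4 groups, they were 875. Of the 1641, 1066 were not DEGs of the same direction in IkbkbCA, 527 of them higher and 539 lower. The DEGs of IkbkbCA that were not DEGs of the same direction in Ikbkb−/− were 1117, 523 higher and 594 lower, or 452 and 940 with total-count scaling and 584 and 468 with RLE normalization. Passing the threshold in only one comparison does not show a difference, so the difference between the effects of the 2 genotypes was tested in one fit of the 18 libraries, with 12352 genes. In 386 genes the effects differed (edgeR quasi-likelihood test, Benjamini-Hochberg FDR under 0.05), 275 toward higher expression in IkbkbCA and 111 toward higher expression in Ikbkb−/−. Of the 1066 genes unique to Ikbkb−/−, 98 or 9.19% were among the 386, as were 275 or 24.6% of the 1117 unique to IkbkbCA. Without the Ikbkb+/+ library CW_01_13, the genes unique to Ikbkb−/− were 703 and those with different effects 255. With the 3 sets of IkbkbCA and IkbkbWT libraries as a covariate, chosen after seeing the data and from the same libraries, the genes unique to IkbkbCA were 2060, those unique to Ikbkb−/− 855 and those with different effects 971, so these numbers depend on how the sets are treated. The largest increases in Ikbkb−/− were those of Gm13822, which had at most 1 count in the controls and was at least 6.83-fold higher, Ifi213, with a log2 fold change of 5.61 (standard error 0.41, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.4e-08), and Oas3, with 5.36 (standard error 0.28, FDR = 1.5e-10). Gm13822 is annotated as antisense to Oasl1. Among DEGs whose groups did not overlap, the largest decreases were -5.25 for Xist (standard error 0.19, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 6.7e-13), -3.49 for Gem (standard error 0.52, FDR = 1.1e-04) and -3.11 for Dusp2 (standard error 0.61, FDR = 0.0016), each lower in 4 of 4 Ikbkb−/− libraries. With limma-voom Dusp2 was not a DEG (FDR = 0.0838). Xist is expressed from the inactive X chromosome of female cells, and the Y-linked gene Ddx3y was higher in Ikbkb−/− (log2 fold change 1.74, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 4.7e-07). Xist was at 5.69 to 10.7 CPM in the Ikbkb−/− libraries and at 248 to 399 CPM in the Ikbkb+/+ libraries. A lower share of female cells thus comes together with the deletion, and effects of sex may be part of the 1641 DEGs and of the 1066 unique ones.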

IPA analysis revealed that inactivation of microglial NF-κB led to pathways associated with elevated cell death, and decreased cell movement and proliferation. In direct contrast, activation of microglial NF-κB altered pathways associated with decreased cell death, but elevated cell movement, proliferation, and phagocytosis (Fig. 2i, j). 

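The cell cycle list was lower with either genotype, with a median log2 fold change of -1.02 over 36 genes in Ikbkb−/− microglia (camera, Benjamini-Hochberg FDR = 9.9e-31) and of -0.52 over 36 genes in IkbkbCA microglia (camera, Benjamini-Hochberg FDR = 3.7e-08). All 36 genes were lower in Ikbkb−/−, and 35 were DEGs, or 36 adjusted over the list alone. In IkbkbCA 35 of 36 were lower, and 12 were DEGs, or 17 adjusted over the list alone. The decrease in Ikbkb−/− passed with camera's estimated correlation (FDR = 0.0404) and with fry (FDR = 1.2e-04), whereas that in IkbkbCA passed with fry (FDR = 0.0224) and not with the estimated correlation (FDR = 0.352). Top2a, the most abundant gene of the list, was at 92.5 CPM in Ikbkb−/− and 231 CPM in Ikbkb+/+, and at 104 CPM in IkbkbCA and 169 CPM in IkbkbWT. Both medians stayed negative under every scaling that was tried.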

Analyses of the top affected canonical pathways revealed that those unique for IKKβ null microglia were associated with cell cycle regulation, nucleotide biosynthesis, and DNA damage repair, whereas those unique for IKKβCA were enriched for integrin, TNFR2, and PI3K/Akt signaling (Supplementary Fig. 2a, b and Supplementary Data 10). 

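The NF-κB response list moved apart in the 2 genotypes, with a median log2 fold change of 0.71 over 29 genes in IkbkbCA microglia (camera, Benjamini-Hochberg FDR = 4.9e-10) and of -0.42 over 28 genes in Ikbkb−/− microglia (camera, Benjamini-Hochberg FDR = 5.4e-06). The DEGs of the list were 15 higher and 2 lower in IkbkbCA, or 16 and 2 adjusted over the list alone, and 1 higher and 13 lower in Ikbkb−/−, or 2 and 17. The result in IkbkbCA passed with camera's estimated correlation (FDR = 0.0153) and with fry (FDR = 1.0e-05), and that in Ikbkb−/− with fry (FDR = 0.0224) but not with the estimated correlation (FDR = 0.254). The p53 response list had a median log2 fold change of 0.53 over 27 genes in IkbkbCA (camera, Benjamini-Hochberg FDR = 5.2e-09) and of 0.54 over 25 genes in Ikbkb−/− (camera, Benjamini-Hochberg FDR = 3.3e-09), with 10 and 16 DEGs, all higher, or 12 higher in IkbkbCA and 17 higher and 2 lower in Ikbkb−/− adjusted over the list alone. For 4 genes picked after their values were seen, the effects of the genotypes were tested against each other. The difference in log2 fold change between IkbkbCA and Ikbkb−/− was 3.00 for Nfkbia (standard error 0.37, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 7.3e-05), 1.89 for Relb (standard error 0.16, FDR = 4.7e-07), 1.65 for Nfkb2 (standard error 0.22, FDR = 1.7e-04) and 2.38 for Tnf (standard error 0.50, FDR = 0.0101). In Ikbkb−/− alone, the log2 fold change was -1.60 for Nfkbia (standard error 0.27, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 3.9e-04), -1.56 for Tnf (standard error 0.29, FDR = 0.0011), -0.34 for Nfkb2 (standard error 0.18, FDR = 0.246) and -0.16 for Relb (standard error 0.11, FDR = 0.423).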

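Of the 11137 genes tested in both genotypes, 332 were upregulated DEGs of IkbkbCA and of Ikbkb−/− microglia, against 61.99 expected by chance (one-sided Fisher's exact test, p = 1.399e-175), and 243 were downregulated in both, against 57.69 expected (one-sided Fisher's exact test, p = 3.904e-96). The 2 comparisons share no library, so their overlap does not come from common controls. Of these 575 genes, 31 or 5.39% had effects that differed between the genotypes (edgeR quasi-likelihood test, Benjamini-Hochberg FDR under 0.05), and 23.3% had an unadjusted p under 0.05 for the difference. The median log2 fold change of the 332 upregulated genes was 0.96 in IkbkbCA and 0.91 in Ikbkb−/−, and that of the 243 downregulated genes was -0.67 and -0.61. In opposite directions, 37 genes were higher in IkbkbCA and lower in Ikbkb−/− and 5 the reverse, and 41 of these 42 also differed in the test of the difference. Across all 11137 genes, which are not independent replicates, the log2 fold changes of the 2 genotypes had a Pearson r of 0.472 and a Spearman rho of 0.340. Leaving out each of the 18 libraries in turn gave 471 to 643 genes in common.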

Surprisingly, ~400 DEGs were shared by activating and inactivating microglial NF-κB (Fig. 2h and Supplementary Data 11). 

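Of the 38 genes of the interferon response list, all were tested and all were higher in IkbkbCA and in Ikbkb−/− microglia. The median log2 fold change was 2.22 in IkbkbCA (camera, Benjamini-Hochberg FDR = 2.1e-37) and 2.57 in Ikbkb−/− (camera, Benjamini-Hochberg FDR = 1.0e-57), the latter unchanged with the 1 gene at the count limit set to its lower bound. The DEGs were 37 in IkbkbCA and 36 in Ikbkb−/−, and 37 in each when adjusted over the list alone, and 35 of the 38 were DEGs of both. In Ikbkb−/− the list passed with camera's estimated correlation (FDR = 0.0056) and with fry (FDR = 2.3e-07), and in IkbkbCA it passed with fry (FDR = 1.3e-04) and not with the estimated correlation (FDR = 0.0671). The most abundant gene of the list, Bst2, was at 1320 CPM in IkbkbCA against 361 CPM in IkbkbWT and at 1507 CPM in Ikbkb−/− against 389 CPM in Ikbkb+/+.

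**Figure D5:**
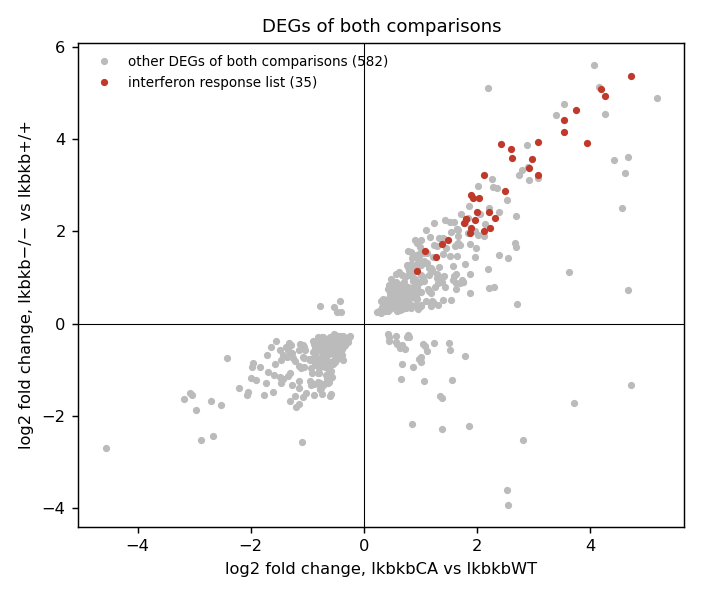
Log2 fold changes in IkbkbCA (horizontal axis) and in Ikbkb−/− microglia (vertical axis) for the 617 genes that were DEGs of both comparisons, each point a gene. The 35 genes of the interferon response list among them (red) are higher in both genotypes, and 42 of the 617 lie in the quadrants of opposite direction.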

Among the shared DEGs, a great fraction was involved in interferon signaling (Supplementary Fig. 2c and Supplementary Data 10). Specifically, interferon regulatory factor 3 and 7 (*Irf3*, *Irf7*), interferon-α/β receptor (*Ifnar*), and interferon-γ (*Ifng*) were the top upstream regulators predicted to be activated for these transcriptomic changes (Supplementary Fig. 2d). These results support the extensive crosstalk between interferons and the NF-κB pathway in microglia^41^.

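Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) was at 266 ± 109 CPM in IkbkbCA and 14.5 ± 3.70 CPM in IkbkbWT (mean ± SD, n = 5 each), a log2 fold change of 4.20 (standard error 0.38, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 3.0e-05). One IkbkbCA library, CW_01_08, was at 73.4 CPM and the others at 295 to 346 CPM, and without it the log2 fold change was 4.46. In Ikbkb−/− Irf7 was at 390 ± 109 CPM and in Ikbkb+/+ at 12.0 ± 2.50 CPM (mean ± SD, n = 4 each), a log2 fold change of 5.07 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 1.9e-12). The increases in the 2 genotypes did not differ for Irf7 (difference -0.84, standard error 0.49, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.435), and the annotation has the gene Phrf1 antisense to it. Irf3 (chromosome 7, 44997648 to 45002848) did not change, with a log2 fold change of -0.12 in IkbkbCA (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.449) and -0.04 in Ikbkb−/− (standard error 0.13, FDR = 0.891). The receptor gene Ifnar1 had log2 fold changes of -0.06 (standard error 0.14, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.845) and -0.26 (standard error 0.11, FDR = 0.132), and Ifnar2 of 0.28 (standard error 0.09, FDR = 0.0629) and 0.13 (standard error 0.08, FDR = 0.308). Ifng had 0 counts in all 18 libraries, which allows up to 0.359 to 1.67 CPM depending on the library. For Cdkn1a, a target of p53, the log2 fold change was 1.33 in IkbkbCA (standard error 0.13, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 4.2e-05) and 1.84 in Ikbkb−/− (standard error 0.09, FDR = 4.9e-11), and for Mdm2 it was 0.72 (standard error 0.12, FDR = 0.0015) and 0.44 (standard error 0.11, FDR = 0.0108). Without the Ikbkb−/− library CW_01_18, Mdm2 did not pass in Ikbkb−/− (edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0524). From the genes shared by both genotypes and the regulators predicted for them, the paper finds support for an extensive crosstalk of interferons with NF-κB signaling in microglia.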

### NF-κB promotes microglial processing and release of tau species with seeding activity

In cultured conditions, we found that tau fibrils can be readily taken up by microglia, but not neurons, in a time-dependent manner, and once inside the cell, they colocalize with the late endosome/lysosome labeled by Dextran^42^ (Supplementary Fig. 3a, b), where they can be proteolytically processed^43,44^. To determine the effects of NF-κB signaling on this process, we examined tau fibril accumulation in IKKβ null and IKKβCA microglia by comparing them to their respective littermate wild-type controls (*Ikbkb*^*+/+*^ and *Ikbkb*^*WT*^). Inactivation of NF-κB enhanced, while activation diminished, the number of tau fibrils remaining in microglia (Fig. 3a, b). To dissociate uptake from clearance, we performed a pulse-chase assay by preloading microglia with tau fibrils and assessing the time-dependent clearance in the next 24 h (Fig. 3c). Compared with corresponding littermate wild-type controls, inhibition of NF-κB slowed down, while activation accelerated, tau clearance in microglia (Fig. 3d–g).

**Fig. 3:**
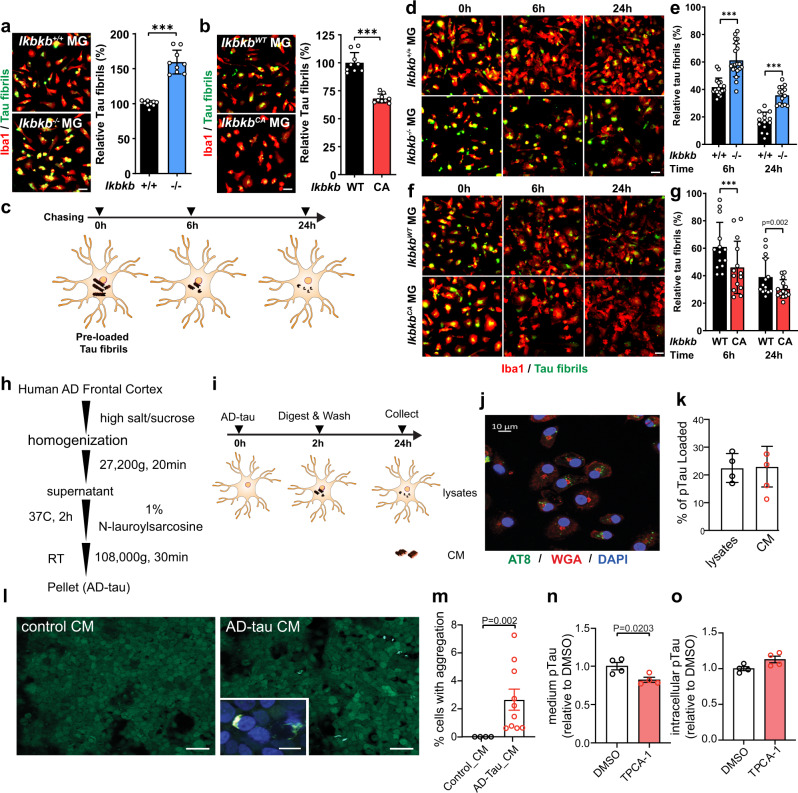
NF-κB promotes tau processing in primary microglia. **a, b** Representative images and quantification of 24 h fluorescent tau fibrils accumulation in primary *Ikbkb*^*−/−*^ (**a**) and *Ikbkb*^*CA*^ (**b**) microglia compared with their littermate *Ikbkb*^*+/+*^ and *Ikbkb*^*WT*^ control, respectively. Scale bar, 25 μm. Values are mean ± SD, relative to littermate control. Total *N* = 9 wells/group from three independent experiments. *P*-values were from multilevel mixed-effect model with experiment as hierarchical level, ***p < 0.001. **c** Schematic diagram of pulse-chase assay to quantify tau clearance in microglia. **d**–**g** Representative images and quantifications of pulse-chase assay comparing *Ikbkb*^*−/−*^ with *Ikbkb*^*+/+*^ microglia (**d**, **e** 25,000 cells/well) and comparing *Ikbkb*^*CA*^ with *Ikbkb*^*WT*^ microglia (**f**, **g** 20,000 cells/well). Scale bar, 25 μm. Values are mean ± SD, relative to 0 h. Total *N* = 16 wells (6 h, *Ikbkb*^*+/+*^); 20 wells(6 h, *Ikbkb*^*−/−*^); 14 wells/group of other conditions from three independent experiments. *P*-values were from multilevel mixed-effect model with experiment as hierarchical level, ***p < 0.001. **h** Schematic diagram illustrating the isolation procedures of human AD-tau. **i** Schematic diagram of quantifying release of AD-tau from microglia. **j** Detection of intracellular pTau by AT8 (green), cell membranes by Wheat Germ Agglutinin (WGA) (red), and nuclei by DAPI (blue). A representative image from three independent experiments. Scale bar: 10 μm. **k** Quantification of secreted and the intracellular pTau by AT8 ELISA and shown as the percentage of total pTau loaded in microglia after 2 h incubation. *N* = 4 wells. A representative dataset from two independent experiments. Values are mean ± SEM. **l** Representative images of tau aggregation in HEK biosensor cells induced by CM from microglia treated with AD-tau. Insert: High magnification confocal image of tau aggregation. Scale bar: 50 μm, insert: 15 μm. **m** Quantification of tau aggregation positive cells. *N* = 4 (control) and 10 (AD-tau) fields from three independent experiments, values are mean ± SEM, two-tailed Mann–Whitney test. **n**, **o** TPCA-1-treated microglia were incubated 2 h with AD-tau followed by 24 h chase. The pTau released to medium (**n**) and intracellular pTau (**o**) were determined by AT8 ELISA. A representative dataset from two independent experiments. *N* = 4 wells, values are mean ± SEM, relative to DMSO, two-tailed *t*-test. Source data are provided as a Source data file.

Next, we isolated sarkosyl-insoluble tau (AD-tau) from postmortem human AD frontal cortical tissue^44^ (Fig. 3h). After incubation with microglia, AD-tau was internalized and detected by phosphorylated tau (pTau) antibody AT8 as intracellular puncta (Fig. 3i, j). After chasing in tau-free medium for 24 h, ~23% (±7.3%) of total AT8-positive-pTau taken up by microglia was released in the conditional medium (CM) and ~22.5% (±5.2%) remained in the cells (Fig. 3k), suggesting that ~55% internalized pTau were degraded or processed by microglia.

We next examined the seeding activity of microglia-released tau using HEK human tau RDP301S biosensor cells^45^. The AD-tau microglial conditional medium (AD-tau CM) induced intracellular tau aggregation in HEK biosensor cells while CM of microglia without tau loading did not (Control CM) (Fig. 3l, m), demonstrating a potent seeding activity of AD-tau processed and secreted by microglia. Moreover, NF-κB inhibitor TPCA-1^46^ significantly reduced AT8-positive pTau released from microglia (Fig. 3n) with a modest increase of intracellular pTau (Fig. 3o). Thus, inhibition of NF-κB reduces the microglial processing and release of pathological tau species.

### Microglial NF-κB activation promotes tau seeding and spreading in PS19 mice

Tau pathology spreads from the entorhinal cortex to the hippocampal region in the early stage of AD^47^. To model the seeding and spread of tau inclusions in vivo, we inoculated young PS19 mice with exogenous tau seeds as described previously^33^ (Supplementary Fig. 4a). To investigate the role of microglia, we depleted microglia by feeding young PS19 mice a diet containing the colony-stimulating factor 1 receptor inhibitor PLX5622 (PLX)^48^, followed by inoculating with either brain extract from progressive supranuclear palsy (PSP) patients (Supplementary Fig. 4b) or synthetic K18/PL tau fibrils (Fig. 4a) unilaterally into the hippocampus. K18/PL tau fibrils-injected mice were continuously fed with PLX for one month to prevent microglial repopulation, which reduced the number of microglia by over 80% (Supplementary Fig. 4c, d). Depletion of microglia significantly reduced the number of tau inclusions in AT8+ neurons in both contralateral and ipsilateral cortex of PS19 mice inoculated with PSP brain extract, consistent with the notion that microglia promote tau seeding and spreading in mouse tauopathy models^17^ (Supplementary Fig. 4e, f). Similarly, microglial depletion significantly reduced the seeding and spreading of tau in PS19 mice inoculated with synthetic K18/PL tau fibrils, which induced tau spreading within 1 month (Fig. 4a–c). Importantly, no AT8+ or MC1+ neurons were detected in PS19 mice inoculated with PBS, or in non-transgenic control mice inoculated with tau seeds (Supplementary Fig. 4g).

**Fig. 4:**
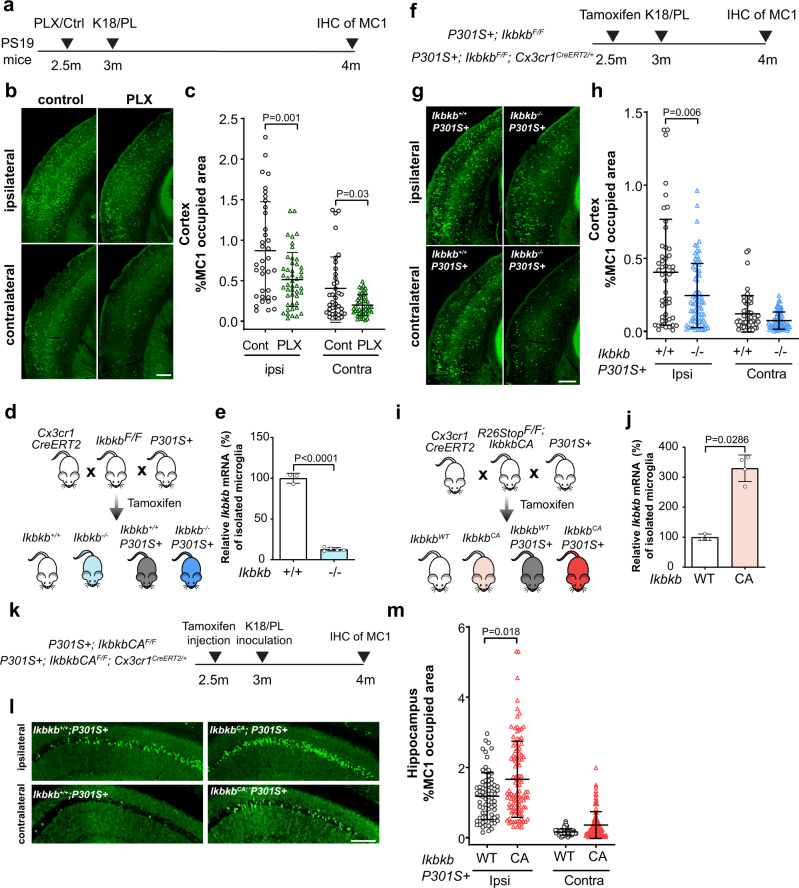
Microglial NF-κB activation promotes tau seeding and spread in PS19 mice. **a** Schematic diagram illustrating the timeline of microglia depletion and K18/PL tau fibril inoculation in PS19 mice. Pathological tau was detected by MC1 immunohistochemical staining. **b**, **c** Representative images of MC1 tau positive neurons in ipsilateral and contralateral cortex (**b**) and quantification of percentage of MC1-occupied area (**c**) in control diet feeding mice (*n* = 6) and PLX diet feeding mice (*n* = 8), 6 sections per mice, values are mean ± SD. *P*-values were calculated using multilevel mixed-effect model with mouse as hierarchical level. Scale bar, 500 μm. **d** Breeding diagram illustrating the generation of PS19 mice with microglia-conditional deletion of IKKβ. **e** qPCR confirmed reduction of *Ikbkb* mRNA in adult microglia isolated from *Ikbkb*^*−/−*^ mice (*n* = 5) compared with wild-type control *Ikbkb*^*+/+*^ (*n* = 3) mice. Values are mean ± SD, two-tailed *t*-test. **f** Schematic diagram illustrating the timeline of microglial IKKβ deletion and K18/PL tau fibrils inoculation in PS19 mice. **g**, **h** Representative images of MC1 tau positive neurons in ipsilateral and contralateral cortex (**g**) and quantification of the percentage of MC1-occupied area (**h**) in *Ikbkb*^*+/+*^; *P301S*+ (*n* = 10) and *Ikbkb*^*−/−*^; *P301S*+ (*n* = 15)mice. 5 sections per mouse, values are mean ± SD. *P*-values were calculated using multilevel mixed-effect model with mouse as hierarchical level. Scale bar, 500 μm. **i** Breeding diagram illustrating the generation of PS19 mice with microglia expressing IKKβCA. **j** qPCR confirmed increase of *Ikbkb* mRNA in adult microglia isolated from *Ikbkb*^*CA*^ mice (*n* = 4) compared with wild-type control *Ikbkb*^*WT*^ mice (*n* = 3), values are mean ± SD, one-tailed Mann–Whitney test. **k** Schematic diagram illustrating the timeline of expressing microglial IKKβCA and K18/PL tau fibril inoculation in PS19 mice. **l**, **m** Representative images of MC1 tau positive neurons in ipsilateral and contralateral hippocampus CA1 region (**l**) and quantification of the percentage of MC1-occupied area (**m**) in *Ikbkb*^*WT*^; *P301S*+ (*n* = 9) and *Ikbkb*^*CA*^; *P301S*+ (*n* = 14) mice. 8 sections per mouse, values are mean ± SD, *P*-values were calculated using multilevel mixed-effect model with mouse as hierarchical level. Scale bar, 200 μm. Source data are provided as a Source data file.

Since microglial processing of tau is regulated by NF-κB, we reasoned that microglial NF-κB activity could also affect tau seeding and spreading in vivo. We selectively deleted *Ikbkb* in adult microglia of PS19 mice by crossing *Cx3cr1*^*CreERT2*^ with *Ikbkb*^*F/F*^ and PS19 mice. Tamoxifen injection diminished IKKβ expression in adult microglia from *Cx3cr1*^*CreERT2/+*^; *Ikbkb*^*F/F*^ (referred to as *Ikbkb*^*–/–*^) mice, as confirmed with qRT-PCR analyses (Fig. 4d, e). To measure how tau seeding and spreading were affected, 3-month-old mice were inoculated with tau fibrils in one side of the hippocampus 2 weeks following tamoxifen injection (Fig. 4f). K18/PL fibrils were used to induce tau spreading since only 4 weeks post-inoculation time is needed for robust wide-spread tau propagation. Inactivation of microglial NF-κB reduced the amount of MC1+ tau inclusions significantly at the ipsilateral side of the cortex (Fig. 4g, h), similar to the effect of depleting microglia (Fig. 4c), suggesting a critical role for microglial NF-κB activation in tau spreading. In complementary experiments, tamoxifen injection enhanced IKKβ expression in adult microglia from *Cx3cr1*^*CreERT2/+*^; *IkbkbCA*^*F/F*^ (referred to as *Ikbkb*^*CA*^) mice (Fig. 4i, j). RNA-seq analysis of upregulated DEGs in *Ikbkb*^*CA*^ mice brain (Supplementary Data 12) confirmed that NF-κB is the top transcription factor that leads the transcriptomic changes (Supplementary Fig. 5). In complementary experiments, we tested if activating microglial NF-κB could enhance tau propagation. To avoid ceiling effects, we reduced the amount of inoculated tau fibrils to that in microglial-depletion experiments. One month after the inoculation, *Ikbkb*^*CA*^ mice exhibited elevated tau inclusions significantly on the ipsilateral side, with a modest increase on the contralateral side of the hippocampus (Fig. 4k–m). Our findings indicate that NF-κB activation is essential in promoting microglial-mediated tau seeding in vivo.

### Inactivation of microglial NF-κB partially restores microglia homeostasis and protects against spatial learning and memory deficits in PS19 mice

Microgliosis and amoeboid morphological changes are early and sustained phenomena in PS19 mice^10^. Inactivation of microglial NF-κB reduced microgliosis in the hippocampus of 8–9-month-old PS19 mice (Fig. 5a, b), and a similar trend was observed in the cortex (Fig. 5c, d). Imaris analysis of microglial morphology further revealed that inhibition of microglial NF-κB resulted in more ramified morphology with longer processes and more branches, partially reversing the amoeboid morphology induced by pathogenic tau (Fig. 5e–g).

**Fig. 5:**
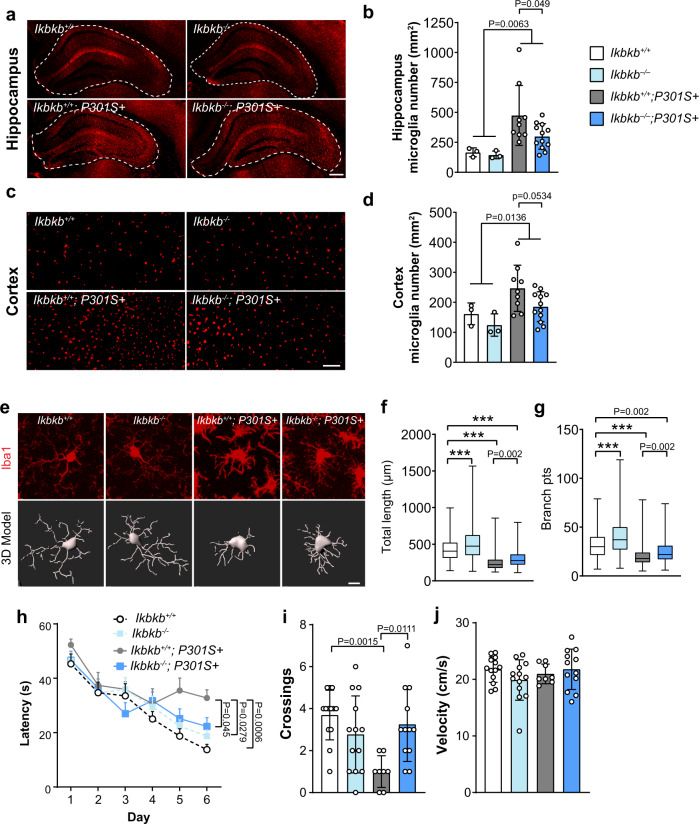
Inactivation of microglial NF-κB partially rescues microgliosis, morphological alterations and protects against spatial learning and memory deficits in PS19 mice. **a**–**d** Representative immunohistochemical staining (**a**, **c**) and quantification (**b**, **d**) of Iba1+ microglia in the hippocampus (**a**, **b**) and cortex (**c**, **d**) of *Ikbkb*^*+/+*^ (*n* = 3), *Ikbkb*^*−/−*^ (*n* = 3), *Ikbkb*^*+/+*^; *P301S*+ (*n* = 9), and *Ikbkb*^*−/−*^; *P301S*+ (*n* = 12) mice. Scale bar, hippocampus 250 μm, cortex 100 μm, values are mean ± SD, two-way ANOVA with Sidak’s multiple comparisons post-test. **e** Representative immunohistochemical confocal images showing morphological features of microglia from the hippocampus of *Ikbkb*^*+/+*^, *Ikbkb*^*−/−*^, *Ikbkb*^*+/+*^; *P301S*+, and *Ikbkb*^*−/−*^; *P301S*+ mice and the corresponding 3D reconstructions using Imaris. Scale bar, 10 μm. **f**, **g** Quantification of the total length of microglial processes (**f**) and the number of microglia process branch points (**g**). *N* = 4 mice per genotype (four sections per mouse) were imaged and a total of 893 (*Ikbkb*^*+/+*^), 902 (*Ikbkb*^*−/−*^), 3455 (*Ikbkb*^*+/+*^; *P301S*+), and 2143 (*Ikbkb*^*−/−*^; *P301S*+) microglia were analyzed. Values are shown as boxplot. The box extends from the 25th to 75th percentiles with the median is shown in the middle of box. Whiskers show from the smallest value to the largest. *P*-values were calculated using multilevel mixed-effect model with mouse and section as hierarchical levels, ***P < 0.001. **h**–**j** Morris Water Maze test was performed using *Ikbkb*^*+/+*^ (*n* = 13), *Ikbkb*^*−/−*^ (*n* = 13), *Ikbkb*^*+/+*^; *P301S*+ (*n* = 8), and *Ikbkb*^*−/−*^; *P301S*+ (*n* = 12) mice. **h** Escape latency was plotted against the training days; **i** Times of crossing the platform location in the 72 h probe trial; **j** swimming speed. Values are mean ± SD, two-way ANOVA with Tukey’s multiple comparisons post-test. Source data are provided as a Source data file.

PS19 mice exhibit spatial learning and memory deficits starting at 7–8 months of age^49,50^. To examine the functional outcome of inhibition of microglial NF-κB activity in PS19 mice, we tested 8–9-month-old *Ikbkb*^*+/+*^*, Ikbkb*^*−/−*^*, Ikbkb*^*+/+*^; *P301S*+, and *Ikbkb*^*−/−*^; *P301S*+ mice in the Morris water maze (MWM) test, a hippocampus-dependent assay that evaluates spatial learning and memory deficits. Inhibition of microglial NF-κB alone did not significantly impact spatial learning and memory, measured by the learning curve and the number of times to cross platform location in a 72 h probe trial (Fig. 5h, i). Strikingly, inactivating microglial NF-κB in PS19 mice significantly improved the learning ability (Fig. 5h) and restored the spatial memory in the probe trial (Fig. 5i), without affecting swimming speed (Fig. 5j). Thus, hyperactive microglial NF-κB plays a critical role in altering microglial homeostasis and driving cognitive deficits in PS19 mice.

### Inactivation of microglial NF-κB rescues tau-mediated transcriptomic changes and microglial autophagy deficits while increasing tau inclusions

We next examined if the protective effects of microglial NF-κB inactivation are mediated by reducing tau inclusions. Surprisingly, instead of reducing neuronal tau inclusions, inactivation of microglial NF-κB markedly increase the number of intraneuronal tau inclusions in both hippocampus and cortex of 9–10-month-old PS19 mice (Fig. 6a–c). This indicates that the toxicities of neuronal tau inclusions on cognition might be regulated by NF-κB-dependent maladaptive microglia responses, which are reduced by NF-κB inhibition.

**Fig. 6:**
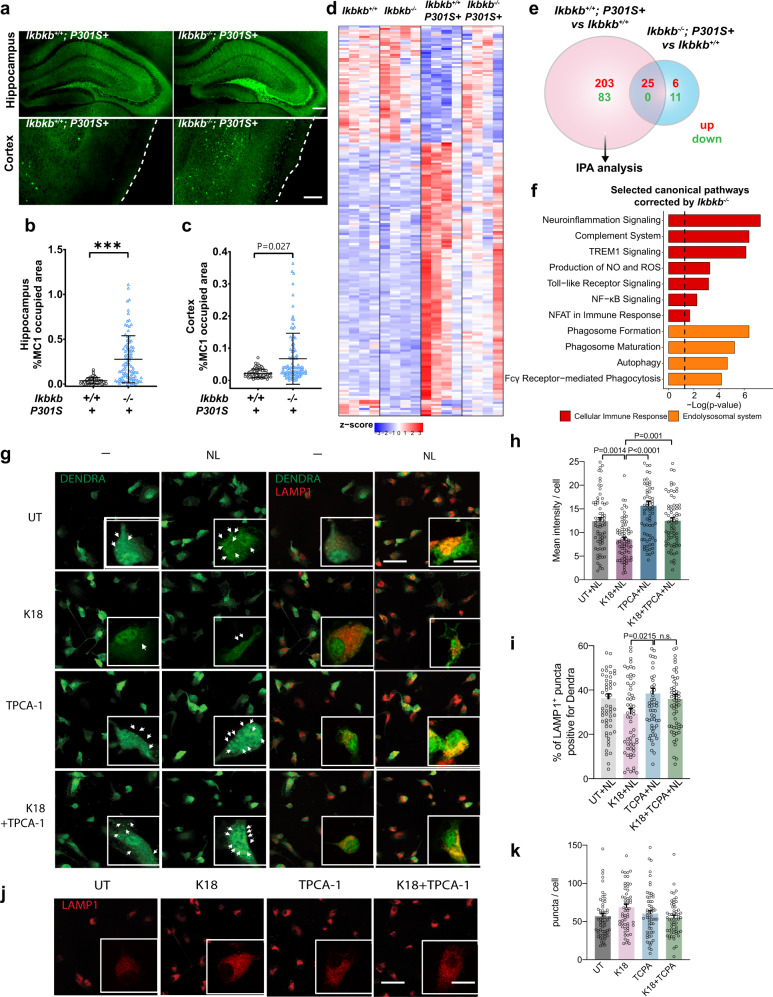
Inactivation of microglial NF-κB rescues tau-induced transcriptomic changes and microglial autophagy deficits while increasing tau inclusions. **a** Representative images of MC1 tau in the hippocampus and cortex of *Ikbkb*^*+/+*^; *P301S*+ and *Ikbkb*^*−/−*^; *P301S*+ mice. Scale bar, 250 μm **b**, **c** Quantification of the percentage of MC1-occupied area in the hippocampus (**b**) and cortex (**c**) of *Ikbkb*^*+/+*^; *P301S*+ (*n* = 9) mice and *Ikbkb*^*−/−*^; *P301S*+ (*n* = 12) mice; 8 sections/mouse. *P*-values were calculated using multilevel mixed-effect model with mouse as hierarchical level, ***P < 0.001. **d**–**h** Bulk RNA-seq analysis of cortical tissues from *Ikbkb*^*+/+*^*, Ikbkb*^*−/−*^*, Ikbkb*^*+/+*^; *P301S*+, and *Ikbkb*^*−/−*^; *P301S*+ mice (*n* = 4 mice/genotype). DEGs were generated in comparison to *Ikbkb*^*+/+*^ mice. **d** Heatmap representing DEGs across all genotypes. Normalized and z-scored (color-coded) value of log_2_PFKM of each gene is shown. Shades of red: upregulation; shades of blue: downregulation. DEGs and biological replicate samples were hierarchically clustered. **e** Venn diagram comparing the overlap of DEGs in *Ikbkb*^*+/+*^; *P301S*+ and *Ikbkb*^*−/−*^; *P301S*+ mice. **f** Selected IPA canonical pathways identified for 286 DEGs corrected by microglial IKKβ deletion in PS19 mice as in **e**. *P*-values were calculated using right-tailed Fisher’s exact test with threshold of significant enrichment as *p*-value ≤ 0.05 (indicated by a dotted line of −log (*p*-value) = 1.3). **g**–**k** Primary microglia from KFERQ-Dendra mice were incubated with K18/PL tau fibrils with or without TPCA-1. Lysosomal degradation of the CMA reporter was determined by inhibiting lysosomal proteases with NH_4_Cl and leupeptin (N/L). **g** Representative images of KFERQ-Dendra microglia co-stained with LAMP1. Left: single channel for Dendra; right: merged channels. Scale bar, 50 μm. Insets: 10 μm. Arrows: Dendra + puncta. UT untreated control. **h** Quantification of Dendra intensity in microglia incubated with N/L as in **g**. **i** Percentage of total LAMP1 puncta positive for Dendra signal in microglia incubated with N/L as in **g**. **j** Representative LAMP1 immunostaining in microglia incubated with K18/PL tau fibrils with or without TPCA-1. Scale bar, 50 μm. Insets, 10 μm. **k** Quantification of average number of LAMP1 positive puncta as in **j**. **h** 72; **i** and **k** 60 cells from 3 independent experiments, values are mean ± SEM. One-way ANOVA with Tukey post-hoc test. Source data are provided as a Source data file.

To dissect the mechanisms underlying the protective effects of inhibiting microglial NF-κB activity, we performed a bulk RNA-seq of cortical tissues from 8 to 9-month-old *Ikbkb*^*+/+*^*, Ikbkb*^*−/−*^*, Ikbkb*^*+/+*^; *P301S*+, and *Ikbkb*^*−/−*^; *P301S*+ mice. Remarkably, the inactivation of microglial NF-κB resulted in a reversal of more than 90% of DEGs (286 out of 311 genes) in PS19 mice (Fig. 6d, e and Supplementary Data 13), despite elevating the tau inclusions. IPA analysis of these 286 genes revealed that the majority of reversed canonical pathways were related to inflammatory responses and the endo-lysosome system, and included neuroinflammation signaling, complement system, ROS generation, TLR signaling, autophagy, and phagocytosis (Fig. 6f and Supplementary Data 14). Tau-mediated biological function alterations including inflammatory response, cell movement, phagocytosis, superoxide production, and demyelination were also reversed (Supplementary Fig. 6a). The top upstream regulators of the pathways and functions reversed by NF-κB inactivation include those regulating immune cell survival and activation (e.g., *Tryobp, Spi1, Csf1r, Csf1*), superoxide generation (e.g., *Cybb*), and the interferon pathway (e.g., *Irf7, Irf8, Ifi16, Stat1*), suggesting these pathways are likely to be associated with the toxic effects of microglia in PS19 mice (Supplementary Fig. 6b). Our previous studies showed that impairments in chaperone-mediated autophagy (CMA) induced by acetylated tau lead to aberrant tau release^51^, we therefore directly examined the effect of NF-κB inhibition on microglial CMA activity. We treated microglia expressing KFERQ-Dendra, a reporter for CMA^52^, with tau fibrils in the presence or absence of NF-κB inhibitor. We found that NF-κB inhibition by TPCA-1 fully rescued the CMA deficit induced by tau fibrils, reflected by the recovery of the intracellular degradation of Dendra (Figs. 6g, h) and the amount of Dendra reporter reaching and internalized in lysosomes (Fig. 6g, i). Increased association of reporter to lysosome resulted from primary activation of CMA as we did not find changes in the overall abundance of endo/lysosomal compartments quantified by LAMP1 (Figs. 6j, k). These results support that inhibiting microglial NF-κB prevents tau-induced cellular toxicities including autophagy deficits.

### NF-κB is required for tau-associated microglial states in PS19 mice

Microglia exhibit disease-associated states in the presence of pathology^35^, including tau^53^, which have been characterized by single-cell RNA-seq. To characterize the effects of NF-κB on microglial transcriptomes, we performed single-nuclei RNA-seq (snRNA-seq) using cortical tissues from *Ikbkb*^*+/+*^; *P301S*+*, Ikbkb*^*−/−*^; *P301S*+, and *Ikbkb*^*CA*^; *P301S*+ mice. Non-transgenic (*Ikbkb*^*+/+*^ and *Ikbkb*^*WT*^, for simplicity, labeled as *Ikbkb*^*+/+*^ in all snRNA-seq analysis) mice were used as non-disease controls. Following an established snRNA-seq protocol^54^, we sequenced 114,118 nuclei from all four genotypes. After removal of potential multiplets using DoubletFinder^55^ and filtering for low-quality nuclei determined by thresholding gene counts, UMI counts, and percentage mitochondrial genes per nuclei (Supplementary Fig. 7a–e), we used 103,681 nuclei for downstream analysis. Using reference gene markers for annotations (Supplementary Fig. 7g), we identified major cell types of the brain, which were similarly represented within each group and individual mouse (Fig. 7a, b, Supplementary Fig. 7f).

**Fig. 7:**
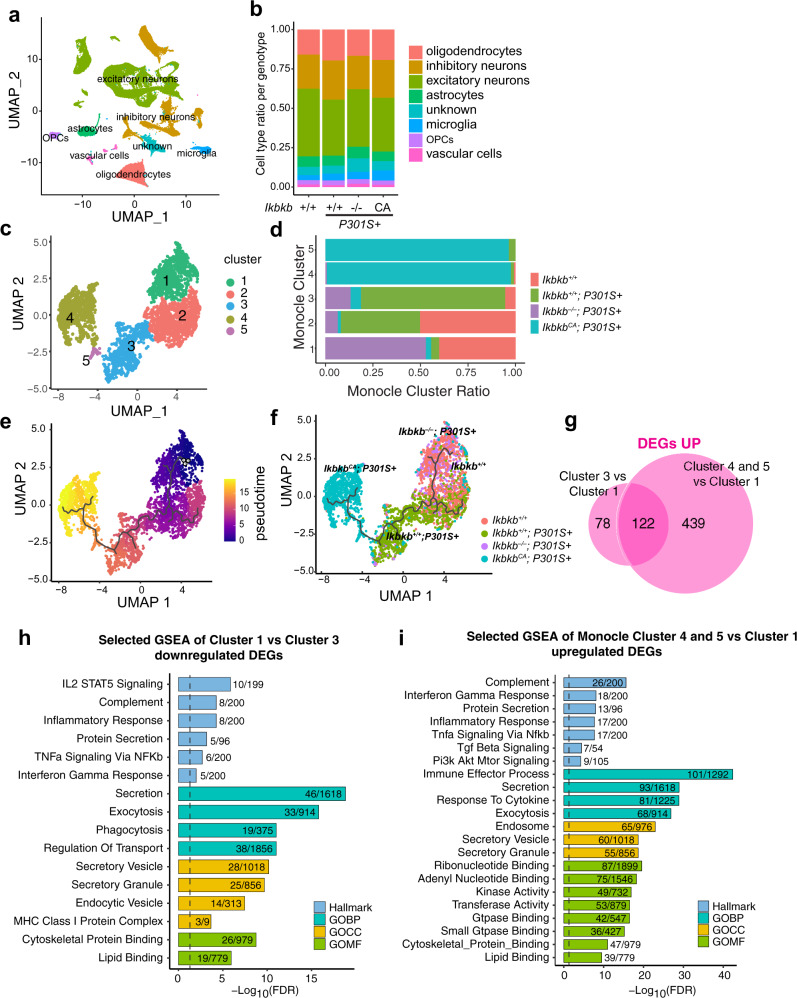
NF-κB is required to induce tau-associated microglia states in PS19 mice. Single-nuclei RNA-seq were performed using cortical tissues from *Ikbkb*^*+/+*^ (*n* = 4), *Ikbkb*^*+/+*^; *P301S*+ (*n* = 3), *Ikbkb*^*−/−*^; *P301S*+ (*n* = 2), and *Ikbkb*^*CA*^; *P301S*+ (*n* = 2) mice. **a** UMAP plots of all single nuclei and their annotated cell types. OPCs Oligodendrocyte progenitor cells. **b** Proportion of cell types for each genotype. **c** UMAP plot depicting different microglial cell subclusters. Each cell was color-coded based on their cluster affiliation. **d** Proportion of cells in each microglial subcluster for each genotype. **e** Pseudotime-time trajectory demonstrating the shift of microglial state. **f** Pseudotime-time trajectory of microglia labeled with genotypes. The trajectory illustrates the shift of microglial transcriptome from *Ikbkb*^*−/−*^; *P301S*+ to *Ikbkb*^*CA*^; *P301S*+ mice. **g** Venn diagram comparing the number and overlap of upegulated DEGs in Cluster 3 vs Cluster 1, and Cluster 4 and 5 vs Cluster 1. **h**, **i** Selected GSEA hallmark and Gene Ontology pathways identified for downregulated microglia DEGs in Cluster 1 vs Cluster 3 (**h**) and upregulated microglia DEGs in Cluster 4 and 5 vs Cluster 1 (**i**). GOBP GO biological processes, GOCC GO cellular compartment, GOMF GO molecular function.

We then examined the trajectory of the subclusters of a total 4305 microglia (1068 from *Ikbkb*^*+/+*^, 1275 from *Ikbkb*^*+/+*^; *P301S*+, 720 from *Ikbkb*^*−/−*^; *P301S*+, and 1242 from *Ikbkb*^*CA*^; *P301S*+) to investigate how NF-κB affects microglial states in P301S mice using Monocle^56^. The microglial population from the four genotypes exhibited a clearly-defined five subclusters (Fig. 7c, Supplementary Data 15). Analyses of the distribution of the five subclusters by genotypes revealed that microglia from *Ikbkb*^*+/+*^ brains were distributed among clusters 1 and 2, while the vast majority of cluster 3 came from *Ikbkb*^*+/+*^; *P301S*, likely representing tau-induced microglial states (Fig. 7d). Most microglial from clusters 4 and 5 came from *Ikbkb*^*CA*^; *P301S*, suggesting that constitutive NF-κB activation further transforms microglial states (Fig. 7d). In direct contrast, microglia from *Ikbkb*^*–/–*^; *P301S* were mostly found in Cluster 1, along with wild-type *Ikbkb*^*+/+*^ microglia, demonstrating that activation of NF-κB is required for tau-induced transcriptomal changes (Fig. 7d). We next examined microglial trajectory with pseudotime from 0 to 15 (Fig. 7e). Microglia from non-transgenic control (*Ikbkb*^*+/+*^) mice were enriched at the starting point of the trajectory (pink, Fig. 7e, f). Microglia from PS19 mice with wild-type IKKβ (*Ikbkb*^*+/+*^; *P301S*+) exhibit trajectory away from those of non-transgenic control (green, Fig. 7f), while those lacking IKKβ (*Ikbkb*^*–/–*^; *P301S*+) partially overlaps with that of *Ikbkb*^*+/+*^ control, illustrating their failure to advance in the direction of that of PS19 microglia (purple, Fig. 7e). The other end of the trajectory (yellow, Fig. 7e) was populated with microglia from *Ikbkb*^*CA*^; *P301S*+ mice, extending beyond the tau-associated disease states (cyan, Fig. 7f). Thus, tau-associated disease states in microglia require NF-κB activation.

We further dissected the pathways modified by microglial NF-κB in PS19 mice. We identified 961 DEGs in *Ikbkb*^*−/−*^; *P301S*+ microglia and 691 DEGs in *Ikbkb*^*CA*^; *P301S*+ microglia (vs. *Ikbkb*^*+/+*^*; P301S*+*)* (FDR < 0.05, |log2FC | >0.1, Supplementary Fig. 8a, b, Supplementary Data 16). We found that genes induced by tau positively correlated with DAM genes (Supplementary Fig. 8c), while those induced by *Ikbkb*^*CA*^ exhibited no correlation, indicating distinct microglial states (Supplementary Fig. 8d). Indeed, the DEGs upregulated in tau-induced cluster 3 vs. cluster 1 (*Ikbkb*^*−/−*^; *P301S*+ and *Ikbkb*^*+/+*^) partially overlap with those upregulated by constitutive NF-κB activation, with 439 DEGs uniquely upregulated in *Ikbkb*^*CA*^; *P301S*+ microglia (vs. *Ikbkb*^*+/+*^*; P301S*+*)* (FDR < 0.05, |log2FC | >0.1, Fig. 7g, Supplementary Data 17). Given the protective effects of NF-κB inactivation against tau-mediated toxicity, we were particularly interested in the 200 DEGs downregulated by NF-κΒ inactivation by comparing gene expression in cluster 1 vs. cluster 3 (Fig. 7h), which could underlie its protective effects against functional deficits and tau seeding/spread. Investigation of the overlapping pathways downregulated by NF-κΒ inactivation using gene set enrichment analysis (GSEA) identified complement, the IL2/STAT5, and lipid binding pathways (Fig. 7h, Supplementary Fig. 8a). Consistent with our finding that microglial NF-κB promotes tau processing, release, seeding, and spread, both proteolysis and exocytosis functions of microglia were downregulated in *Ikbkb*^*−/−*^; *P301S*+ microglia and upregulated in *Ikbkb*^*CA*^; *P301S*+ microglia by comparing gene expression in clusters 4 and 5 vs. cluster 1 (Fig. 7i). These pathways include secretory granule complex, vesicular/protein transport, and exocytosis, trafficking (Fig. 7h, i). The reprogramming of microglial disease states by NF-κB inactivation provides molecular underpinnings for microglial-mediated tau seeding and tau-mediated cognitive deficits.

## Discussion

Here, we show that microglial NF-κB activation is required for microglial-mediated tau spreading and tau-mediated spatial learning and memory deficits in tauopathy mice (Fig. 8). NF-κB signaling was among the top altered cellular immune response pathways in response to tau in microglia isolated from PS19 tauopathy mice. By genetically activating or inactivating microglial NF-κB, we found that NF-κB accelerates microglial processing of tau in cultured microglia, and promotes tau seeding and spreading in vivo. Moreover, inactivation of NF-κB in tauopathy mice partially restored microglial homeostasis, reversed tau-mediated changes in the transcriptome and the CMA function, and rescued spatial learning and memory deficits. By identifying tau-associated microglial states that were diminished by NF-κB inactivation, our snRNA-seq analyses further reveal potential molecular mechanisms underlying microglial-mediated tau seeding/spreading and toxicity.

**Fig. 8:**
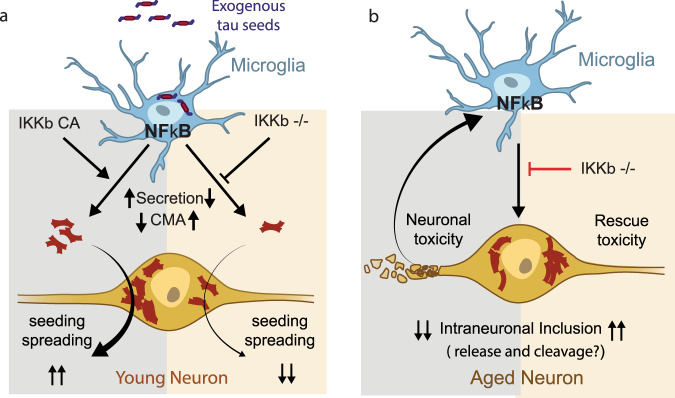
Hypothetical model of microglia NF- κB drives tau seeding/spreading and toxicity. **a** In an acute model of young PS19 mouse, microglia process the inoculated exogenous tau and release seedable tau to drive tau spreading in a month. Microglial NF-κB activation accelerates the spread of tau inclusions seeded by the inoculation of exogenous tau seeds, likely due to increased tau secretion and impaired autophagy, which is rescued by NF-κB inhibition. **b** In the non-seeded PS19 model, tau aggregation in aged neurons is determined by tau proteostasis of neurons expressing human mutant tau transgene. Microglial NF-κB activation drives while deletion rescues tau toxicities. NF-κB activity drives down intraneuronal inclusions via unknown mechanisms, likely via stimulating tau release and/or proteolytic cleavage in these neurons.

In both tau-stimulated primary microglia and isolated microglia from aged PS19 mice, we found that NF-κB is among the top upstream regulators, consistent with a previous study of microglia from rTg4510 mice^57^. We also analyzed microglial DEGs from another study of Tau-P301S model (GSE93180^58^, Supplementary Data 18) and confirmed the activation of NF-κB pathway (Supplementary Fig. 9). In contrast, NF-κB target genes were not enriched in a microglial transcriptome study from APPswe/PS1dE9 mice, an Aβ driven AD model^59^, suggesting distinct disease-associated transcriptional programs induced by tau vs. Aβ. Microglial NF-κB could be activated by soluble tau monomers, in agreement with a previous study showing that microglial NF-κB is activated as early as 2 months of age in the rTg4510 model^57^. We observed that some of the pathways and functions induced by tau overlapped with those induced by NF-κB activation, including proliferation and cell movement/migration, and that these could be reversed by inactivating microglial NF-κB in vitro and in PS19 mice. Moreover, inhibition of microglial NF-κB activity in PS19 mice reduced microgliosis, and resulted in longer and more branchy processes, partially reverting cells to a more homeostatic microglial state. Our snRNA-seq analyses further revealed that NF-κB is required for tau-associated microglial states in PS19 mice. NF-κB inactivation diminished the tau-associated disease states. In contrast, constitutive NF-κB activation in PS19 mice further extended microglial states beyond the tau-associated disease states, supporting a feed-forward mechanism between tau toxicity and microglial NF-κB activation (Fig. 8).

Emerging evidence supports the hypothesis that microglia participate in tau seeding and spreading^14,17^. NLRP3–ASC inflammasome activation was found to exacerbate exogenously seeded tau pathology as well as non-exogenously seeded intraneuronal tau aggregates, at least partially through modulating tau phosphorylation^60,61^. Our study shows that in PS19 mice, exogenous tau inoculation-induced tau seeding was accelerated by microglial NF-κB activation, but diminished by NF-κB inactivation. Indeed, inactivation of microglial NF-κB signaling alone induced a similar reduction in seeding as depleting microglia altogether, highlighting the central role of NF-κB signaling in microglia-mediated tau seeding. NF-κB activation could promote microglia to secrete more seeding-competent tau, and thus accelerate the spread of tau pathology. Indeed, in cultured microglia, we showed that NF-κB inhibition rescued deficits in CMA and reduced tau secretion, consistent with our previous finding that impairments in CMA promote extracellular tau release in neurons^51^.

How NF-κB signaling mediates the opposite effects on intraneuronal tau inclusions triggered by exogenous tau seeds vs. those induced by transgene alone is not known. These two models develop tau inclusions at vastly different timeline: 1-month post-inoculation vs. 8–9 months, and likely involve distinctive proteostasis mechanisms. Beyond modulating tau phosphorylation^16^, microglial NF-κB may also modulate the sorting, trafficking, and exocytosis of tau in neurons. Further investigation is needed to determine the extracellular soluble and seeding-competent tau released from microglia, and to identify the cellular machinery involved in sorting, transportation, degradation, and release of tau in both neurons and glia.

Microglia activation in neurodegenerative diseases can have both beneficial and detrimental effects. Similarly, in response to tauopathy, some of the microglial responses are adaptive, serving protective functions, while others could be maladaptive and promote toxicity. Inhibiting microglial NF-κB activity is sufficient to rescue the learning and memory deficits in PS19 mice, suggesting that NF-κB hyperactivation drives tau toxicity in neurons. Single-nuclei RNA-seq analyses of transcriptomes of excitatory and inhibitory neurons revealed that inactivation of microglial NF-κB caused marked changes in these neurons (Supplementary Fig. 10). Microglial NF-κB inactivation led to elevated synaptogenesis pathways in excitatory neurons, and endocannabinoid synapse and P2Y purigenic receptor signaling pathways in inhibitory neurons, consistent with the protective effects of inactivating NF-κB. In transcriptomic analyses of tau-stimulated microglia in culture and in vivo, we identified that elevation of cytokines such as IL-1, IL-6, TNFα, and interferons is among the major consequences of activation of microglial NF-κB. Chronic elevation of these cytokines can cause neurotoxicity. In other models of neurodegeneration, inhibition of microglial NF-κB reduced inflammatory markers, rescued motor neuron death, and extended survival of ALS mice^62^. In a kainic acid-induced neurodegenerative mouse model, deletion of IKKβ in microglia reduced expression of IL-1β and TNFα, which resulted in 30% reduction of hippocampal neuronal cell death^63^. Another potential mechanism mediating the toxic maladaptive responses could be the elevated expression of the complement system and related genes (e.g., *C1qa, C1qc*), which are also positively regulated by microglial NF-κB^64,65^. In AD mouse models, activated microglia were found to phagocytose synapses, a process relying on the activation of complement factors, including C3, C1q, and CR3^66,67^. In tauopathy, inactivation of C3-C3aR signaling reverses the deregulation of the immune network and rescues behavior deficits in PS19 mice^68^. The exact protective mechanism underlying inactivating microglial NF-κB remains to be determined.

Using two in vivo models, our current study revealed important roles of microglial NF-κB activity in tau spreading as well as tau-induced neuronal toxicity and cognitive deficits (Fig. 8). In young PS19 mouse, the spreading of tau inclusion is driven by exogenous tau seeds in a rather short period of time. We showed that microglial NF-κB activation accelerates while deficiency reduces the spread of tau inclusions. Combined with our finding that NF-κB inhibition reduced the release of tau from cultured primary microglia, our results suggest that microglial NF-κB activation promotes tau spreading via enhanced release of seedable tau (Fig. 8a). In contrast, in the non-seeded PS19 model, age-dependent tau aggregation is determined by tau proteostasis of neurons expressing human tau transgene. In this chronic model, we found that the protective effects of microglial NF-κB inhibition are associated with normalization of >90% of the overall transcriptome, abolishment of tau-mediated microglial states at the single-cell level, and elevation of intraneuronal tau inclusions. While the mechanisms underlying how microglial NF-κB affects tau proteostasis in neurons are unknown, it is possible that microglial NF-κB activity may stimulate tau exocytosis and/or proteolysis in these neurons, resulting in elevated intraneuronal tau inclusions in brains lacking microglial NF-κB activity (Fig. 8b).

Our surprising finding that inactivating microglial NF-κB protected against tau-mediated cognitive deficits despite elevated tau inclusions reveals that tau pathology and toxicity are multifaceted and cell-type-specific. While intraneuronal tau load can be pathological, it does not represent all pathological tau species, such as those secreted that can exert toxicity as well. Thus, the amount of intraneuronal tau inclusions may not directly correlate with the extent of neuronal injury. Importantly, microglial NF-κB activity is necessary for executing tau-mediated neuronal toxicity and cognitive deficits. Taken together, our work shows that microglial NF-κB acts downstream of tau pathology, and directly mediates toxic effects on cognition, highlighting the potential of blocking maladaptive microglial responses instead of removing tau aggregates as a therapeutic strategy to treat tauopathy.

## Methods

### Mice

Tau-P301S transgenic mice (*P301S*+,JAX:008169) or *Cx3cr1*^*CreERT2/ CreERT2*^ mice (JAX: 021160) were crossed with *Ikbkb*^*F/F*^ mice (MGI:2445462) or R26-Stop^FL^ikk2ca (*ikbkbCA*^*F/F*^) mice (JAX:008242) to obtain *P301S*+*;Ikbkb*^*F/F*^, *P301S*+; *IkbkbCA*^*F/F*^, *Cx3cr1*^*CreERT2/+*^; *Ikbkb*^*F/F*^, and *Cx3cr1*^*CreERT2/+*^; *IkbkbCA*^*F/F*^ mice. *P301S*+*;Ikbkb*^*F/F*^ mice were then crossed with *Cx3cr1*^*CreERT2/+*^; *Ikbkb*^*F/F*^ mice to obtain *P301S*+*;Cx3cr1*^*CreERT2/+*^; *Ikbkb*^*F/F*^ mice and littermates controls including *Ikbkb*^*F/F*^, *Cx3cr1*^*CreERT2/+*^; *Ikbkb*^*F/F*^, and *P301S*+*;Ikbkb*^*F/F*^ mice. Similarly, *P301S*+*;IkbkbCA*^*F/F*^ mice were then crossed with *Cx3cr1*^*CreERT2/+*^*; IkbkbCA*^*F/F*^ mice to obtain *P301S*+*;Cx3cr1*^*CreERT2/+*^; *IkbkbCA*^*F/F*^ mice and littermates controls including *IkbkbCA*^*F/F*^, *Cx3cr1*^*CreERT2/+*^*; IkbkbCA*^*F/F*^, and *P301S*+*; IkbkbCA*^*F/F*^ mice. Mice were housed no more than 5 per cage, given ad libitum access to food and water, and were housed in a pathogen-free barrier facility with 72 °F, 50% humidity, 12-h light on/off cycle. Mice of both sexes were used for all experiments except for RNA-seq, which used only male mice. All animal work was performed in accordance with NIH guidelines and protocols approved by University of California, San Francisco, Institutional Animal Care and Use Committee.

### Tamoxifen administration

To induce efficient Cre expression and recombination in vivo, tamoxifen (T5648, Sigma–Aldrich) was dissolved in corn oil to prepare 20 mg/ml stock. Mice were given tamoxifen via intraperitoneal (IP) injection at 2 mg per day for 10 days between 2.5 months to 3 months of age. To induce Cre expression and recombination in primary microglia, 4-hydroxytamoxifen (SML1666, Sigma–Aldrich) were incubated with glia mixed culture for 3 days at 5ug/ml during day 10–12 of culture. Microglia were centrifuged to completely remove 4- hydroxytamoxifen before use. Littermate control mice or microglia that do not have Cre gene were also administrated tamoxifen. Gene symbols, corresponding genotype, and IKKβ levels in microglia are summarized as follows.

**Table:** 

Gene symbols	Genotype	IKKβ levels in microglia
*Ikbkb*^*+/+*^	*Cx3cr1*^*+/+*^; *Ikbkb*^*F/F*^	Normal
*Ikbkb*^*−/−*^	*Cx3cr1* ^*CreERT2/+*^; *Ikbkb*^*F/F*^	Deleted
*Ikbkb*^*+/+*^; *P301S*+	*P301S*+*;Cx3cr1*^*+/+*^; *Ikbkb*^*F/F*^	Normal
*Ikbkb*^*−/−*^*; P301S*+	*P301S*+*;Cx3cr1* ^*CreERT2/+*^; *Ikbkb*^*F/F*^	Deleted
*Ikbkb*^*WT*^	*Cx3cr1*^*+/+*^; *IkbkbCA*^*F/F*^	Normal
*Ikbkb*^*CA*^	*Cx3cr1* ^*CreERT2/+*^; *IkbkbCA*^*F/F*^	High
*Ikbkb*^*WT*^; *P301S*+	*P301S*+; *Cx3cr1*^*+/+*^; *IkbkbCA*^*F/F*^	Normal
*Ikbkb*^*CA*^*; P301S*+	*P301S*+; *Cx3cr1* ^*CreERT2/+*^; *IkbkbCA*^*F/F*^	High

### Primary microglia culture

Primary microglia were prepared as described previously^69^. Briefly, mouse hippocampi and cortices from 2–3-day-old newborn pups were isolated in DPBS. After removing the meninges, brain tissues were cut into small pieces and digested with 0.1% trypsin at 37 °C for 20 min before neutralizing the trypsin with 30% FBS/DMEM media. Digested tissues were triturated to the cell suspension and centrifuged for 15 min at 200 × *g*. After resuspension in 10% FBS/DMEM, cells were plated onto poly-D-lysine (PDL)-coated T-75 flasks to generate mixed glial cultures in the medium of 10% FBS/DMEM. When confluent on day 12, microglia were separated from the glia layer by shaking the flask at 200 rpm for 3 h. Floating microglia were collected for RNA analysis or seeded at 75,000 cells/cm^2^ in PDL-coated plates for tau fibril stimulation and processing assay. For microglial tau release assay, 5 ng/ml GM-CSF was added for microglial culture but removed after cells were harvested. Then microglia were seeded on culture plates in the medium of 10%FBS/DMEM without GM-CSF for 24 h before treatment.

### Adult microglia isolation

Adult microglia were isolated using magnetic-activated cell sorting (MACS) as described before^70^. Briefly, anesthetized mice were thoroughly transcardially perfused with cold PBS to remove circulating blood cells in the CNS. Dissected brains were chilled on ice and minced in digestion media containing 0.2% collagenase type 3 (LS004182, Worthington) and 3 U/mL dispase (LS02104, Worthington). After 37 °C incubation for 45 min, digestion was inactivated by 2.5 mM EDTA (15575020, Thermofisher) and 1% fetal bovine serum (10082147, Thermofisher). Digested brain tissues were triturated by serological pipette to the cell suspension and passed through a 70 μm cell strainer. Myelin in the cell suspension was depleted by myelin removal beads (130-096-733, Miltenyi Biotec) and magnetic LD columns (130-042-901, Miltenyi Biotec). Adult microglia were finally enriched from the eluant by CD11b MicroBeads (130-049-601, Miltenyi Biotec) and magnetic MS column (130-042-201, Miltenyi Biotec) for RNA isolation.

### RNA isolation and quantitative PCR

To quantify target gene expression, RNA from primary microglia, isolated microglia, and cortical tissue were extracted by Direct-zol RNA micro-prep kit (R2061, Zymo Research) following the manufacturer’s instructions. Genomic DNA was digested by DNase I. For qPCR, RNA was reverse-transcribed to cDNA by iScript cDNA synthesis kit (1708890, Bio-Rad). The qPCR reactions were performed using SYBR Green PCR Master Mix (4309155, Applied Biosystems) on ABI 7900HT real-time system (Applied Biosystems). GAPDH was used as a reference gene for normalization and the relative expression differences were calculated based on the 2^−ΔΔCt^ method. The following primers were used for RT-qPCR: *Gapdh* (forward) 5′-GGGAAGCCCATCACCATCTT-3′, (reverse) 5′-GCCTTCTCCATGGTGGTGAA-3p; *Ikbkb*: (forward) 5′- AAGAACAGAGACCGCTGGTG -3′ and (reverse) 5′- CAGGTTCTGCATCCCCTCTG -3′.

### Brain tissue collection

Mice were anesthetized with tribromoethanol and transcardially perfused with PBS. Hippocampus and cortex were dissected from one hemibrain and flash-frozen at −80 °C for biochemical analyses and snRNA-seq, whereas the other half hemibrain (or whole brain from tau spreading experiment) was fixed in 4% paraformaldehyde for 48 h, followed by 30% sucrose infiltration for 48 h at 4 °C. 30 μm-thick coronal brain sections were prepared by freezing microtome (Leica) and stored at −20 °C in cryoprotectant before staining.

### Immunohistochemistry and image analysis

DPBS was used for immunohistochemistry. Six to eight pieces of brain sections per mouse that contain a series of anterior to posterior hippocampus were washed to remove cryoprotectant and then permeabilized by 0.5% Triton X-100. After blocking in 5% normal goat serum (NGS) for 1 h, brain sections were incubated with primary antibodies in the same blocking buffer overnight at 4 °C. Sections were then washed by DPBS containing 0.1% Tween-20 and incubated with Alexa-conjugated secondary antibodies (1:500) for 1 h in blocking buffer. After washing, sections were mounted on glass slides with ProLong Gold Antifade Mountant. The primary antibodies used for immunohistochemistry were as follows: anti-Iba1 (1:500, 019-19741, Fujifilm Wako), anti-MC1 (1:500, a kind gift from P. Davies). Images for MC1 and Iba1 quantification were acquired on Keyence BZ-X700 microscope using 10x objective and analyzed with ImageJ (NIH)^71^. All images were processed with the auto local threshold Phansalkar plugin. Regions of interest including the hippocampus and cortex were hand-traced. MC1+ areas were measured by ImageJ, whereas microglia numbers were counted with the Analyze Particles function. Images for 3D microglia reconstruction were acquired using confocal microscope LSM880 (ZEISS) at 40× magnification. Three fields per mouse of CA3 hippocampal region were taken. 3D structure of microglia was reconstructed using the Imaris software as described before^48^. Experimenters performing imaging and quantification were blinded.

### Endotoxin detection

Endotoxin levels in tau fibrils, monomers, and LPS were detected using an endotoxin detection kit following the manufacturer’s protocol (GenScript ToxinSensor^TM^ Chromogenic LAL Endotoxin Assay Kit). All tau samples had endotoxin levels of <1.0 EU/mL at working concentration.

### Tau fibril stimulation, uptake, and clearance assay

K18/PL and full-length tau fibrils were synthesized and labeled with Alexa Fluor 647 (K18/PL) as described before^50^. All in vitro high-content assays were performed in 96-well PDL plates (655946, Greiner) with primary microglia at a density of 25,000 cells/well (*Ikbkb*^*+/+*^ and *Ikbkb*^*−/−*^) or 20,000 cells/well (*Ikbkb*^*WT*^ *and Ikbkb*^*CA*^). For NF-κB reporter stimulating assay, wild-type microglia were infected with Lenti-κB-dEGFP virus for 24 h and then incubated with tau fibrils, monomers, and LPS at desired concentrations for an additional 24 h. Stimulated microglia were then fixed for high-content analysis. For RNA-seq analysis, wild-type microglia were plated in PDL plates for 24 h before being stimulated with 2 ug/ml full-length tau fibrils for another 24 h. RNA of microglia was then isolated for RNA-seq analysis. For tau fibril uptake assay, microglia were plated for 24 h and then incubated with Alexa-647 labeled K18/PL fibrils (2.5ug/ml) for 6 or 24 h. Media were changed to DMEM containing 0.01% trypsin and incubated for 5 min to remove tau fibrils stuck on the surface of microglia^72^. Accumulated fluorescent tau fibrils were quantified by high-content assay. Lysosomes were labeled with Dextran-FITC (10,000 MW, D1820, ThermoFisher) as described before^42^. Briefly, microglia were incubated with 3 mg/ml Dextran-FITC for 16 h and then chased for at least 3 h with fresh media before being fed with fluorescence tau fibrils. After immunostaining with Iba1, representative images were taken by confocal microscope LSM880 (ZEISS) at 60× magnification. For the clearance assay, microglia that took up tau fibrils for 24 h were cleaned by DMEM/0.01% trypsin, followed by 10% FBS/DMEM incubation for an additional 6 h and 24 h before harvesting for high-content assay to quantify remaining fluorescent tau fibrils.

### High-content analysis assay

High-content analysis assay, including immunostaining, image acquiring, and automated analysis, was used to unbiasedly detect and quantify immunofluorescence signals in cultured cells^73^. After treatment and trypsin cleaning, microglia were fixed with a conditioned medium containing 4% paraformaldehyde, permeabilized with 0.1% Triton X-100, and incubated for 1 h in a blocking solution containing DPBS, 0.01% Triton X-100, and 5% NGS. The cells were then incubated in a blocking solution containing anti-Iba1 antibody overnight at 4 °C, followed by incubation with a secondary antibody for 1 h. Nuclei were labeled with Hoechst (H3570, Invitrogen). Images from individual wells were acquired with a fully automated ArraySan XTi high-content system (Thermo Fisher) and a 20× objective. Twenty-five fields containing 3000–5000 microglia and encompassing the total well area were captured. Images were auto-quantified with CellHealthProfile module of Cellomics software (Thermo Fisher). Iba1 signal was used to define the quantification area and count microglia number. Total intensity of dEGFP or fluorescence tau fibrils within the Iba1 area were quantified and normalized to microglia number in each well.

### Isolation of the sarkosyl-insoluble fraction from the human brain (AD-tau)

Frontal cortical tissue from AD individuals was obtained from the New York Brain bank of Columbia University and are not considered identified “human subjects” and not subjected to IRB oversight. All brains were donated after consent from the next of kin or an individual with legal authority to grant such permission. The institutional review board of Weill Cornell Medicine has determined that clinicopathologic studies on deidentified postmortem tissue samples are exempt from human subject research according to Exemption 45 CFR 46.104(d)(2). The sarkosyl-insoluble fraction of AD cortical tissue was prepared using the method described by Greenberg and Davies^74^ with minor modification^44^.Briefly, brain tissue was homogenized with cold homogenization buffer (10 mM Tris/1 mM EGTA/0.8 M NaCl/10% sucrose, pH7.4) in a Teflon glass homogenizer followed with centrifugation at 27,200 × *g* for 20 min at 4 °C. The supernatant was subjected to extraction with 1% (wt/vol) N-lauroylsarcosine in the presence of 1% (vol/vol) 2-mercaptoethanol at 37 °C for 2 h. After centrifugation at 108,000 × *g* for 30 min at room temperature, the pellet was rinsed three times with PBS and then dissolved in PBS and stored at −80 °C. This preparation is called the sarkosyl-insoluble AD-tau.

### Microglial AD-tau uptake assay

Microglia were seeded on the eight-well-chamber slides (1 × 10^5^ cells/well) and incubated with 1 μg/ml AD-tau for 2 h in DMEM/10% FBS followed by 0.01%Trypsin clearance, PBS wash, and 4% PFA fixation. After immunostaining with AT8 (1:500) and Alexa Fluor 568 conjugated goat IgG against mouse (Invitrogen# A-11004, 1:200), the cells were stained with Wheat Germ Agglutinin (WGA) conjugated with Alexa Fluor™ 594 (red) (1 μg/ml), and nuclei by DAPI (blue). Representative images were taken by confocal microscope LSM880 (ZEISS) at 60× magnification.

### Microglial AD-tau release assay

Microglia were seeded on 24-well plate (3 × 10^5^ cells per well) in DMEM/10% FBS for 24 h before experiments. Following 2 h pretreatment with DMSO or 0.1μM TPCA-1 (Tocris Bioscience), cells were incubated with 1 μg/ml AD-tau in the presence of DMSO or TPCA-1 for another 2 h. After removing AD-tau-containing medium, 0.01% trypsin was added to cells and incubated for 3 min to remove extracellular tau followed by DMEM/20% FBS to stop digestion. After washing with DMEM/10% FBS twice, cells were incubated with fresh DMEM/10% FBS for 24 h. The conditional medium was harvested. The cells were lysed in RIPA buffer with protease cocktail and halt phosphatase inhibitors and sonicated clear before analysis.

### Tau aggregation assay

HEK293 expressing human Tau RDP301S FRET biosensor (ATCC CRL-3275) were plated on poly-D-lysine-coated coverslips at a density of 1 × 10^5^ cells /well in a 24-well cell culture plate in DMEM/10% FBS supplemented with 100μg/ml penicillin and streptomycin. After 24 h, cells were incubated with the conditional medium of microglia treated with or without 2.5 μg/ml AD-tau for 24 h. After fixation with 4% formaldehyde for 15 min at room temperature, cells were mounted and images were captured under filters for CFP using Zeiss Apotome microscope. Ten images per condition from two biological replicates were taken for quantification using ImageJ. High-resolution image of HEK293 with tau aggregation after 24 h treatment of AD-tau microglia CM was taken by Zeiss LSM880 under 60× len.

### AT8 sandwich ELISA

High binding 96-well ELISA plates were coated with AT8 (2 μg/ml) (Thermo Fisher Scientific, MN1020) in PBS overnight. The plates were washed with TBST and blocked with StartingBlock buffer (Thermo Fisher Scientific, 37538) for 1 h at RT. The medium and cell lysate were diluted with SuperBlock (Thermo Fisher Scientific, 37516) and loaded on plates for 2 h incubation followed by 1 h incubation with Biotin-HT7 (Thermo Fisher Scientific MN1000B, 1:200). The AT8-positive signals were detected by streptavidin-HRP followed by chromogenic reaction with TMB substrate and reading by Biotek Synergy HT microplate reader at 450 nm.

### Measurement of CMA activity

Cultures of primary microglia were prepared as described above from KFERQ-mouse model^75^ expressing a CMA fluorescent reporter^52^. Microglia were incubated with K18/PL tau fibrils (1μg/ml) in the presence of DMSO or 0.1 μM TPCA-1 for 16 h followed by 20 mM NH_4_Cl and 100 mM leupeptin for 8 h to prevent degradation of the reporter translocated into lysosomes during that time. CMA activity was estimated from the degradation of the reporter as the increase in the intensity of KFERQ-Dendra fluorescence upon blockage of lysosomal proteolysis. The association of KFERQ-Dendra to lysosomes was confirmed by colocalization with the endo/lysosomal marker LAMP1.

### Immunostaining and imaging for CMA activity

Microglia grown on a coverslip were fixed by 4% PFA, permeabilized with 0.3% Triton X-100, and then blocked with blocking solution (5% normal goat serum, 0.3% Triton X-100) for 1 h at RT. The coverslips were then incubated with primary antibodies in the same blocking solution at 4 °C overnight. The primary antibodies used for immunofluorescence were rabbit anti-dendra2 (1:1000, antibodies, Cat# ABIN361314) or rat anti-lamp1 (1:1000, Hybridoma bank, Cat # 1d4b). After brief washing with PBS (for 5 min, three times), the coverslips were incubated with secondary antibodies for 1 h at RT. The secondary antibodies used were Alexa Fluor 488- or Cy5- conjugated goat IgG against rabbit and rat (1:500). Nuclei were co-stained with Hoechst. After brief washing (for 5 min, three times), the coverslips were mounted on slide glasses with ProLong Diamond antifade reagent (Thermo Fisher Scientific, P36965). Confocal images of sixty cells from three independent experiments were acquired with a laser scanning microscope TCS SP8 (Leica), and processed with LAS X software (Leica). ImageJ Software (v.2.1.0) (NIH) was used for image processing and analysis. DiAna plugin in ImageJ was used for colocalization analysis.

### High-throughput bulk RNA-sequencing

The following sample sets were prepared for bulk RNA-seq analysis. Set 1 (related to Figs. 1a, b, g, i, 2c–e, supplementary Fig. 1c): *N* = 4 replicates of wild-type mouse primary microglia treated with vehicle or 2 μg/ml full-length tau fibrils for 24 h; Set 2 (related to Fig. 1e, f, h, j, supplementary Fig. 1d): N = 4 replicates of adult microglia isolated from 11-month-old male non-transgenic control mice and PS19 mice; Set 3 (related to Fig. 2c–e, h–j, supplementary Fig. 2): *N* = 5 replicates of primary microglia with endogenous IKKβ expression or IKKβCA overexpression and *N* = 4 replicates of primary microglia with wild-type IKKβ expression or deletion of IKKβ; Set 4 (related to Fig. 6, Supplementary Fig. 5): *N* = 4 cortical tissues from *Ikbkb*^*+/+*^*, Ikbkb*^*−/−*^*, Ikbkb*^*WT*^*, Ikbkb*^*CA*^*, Ikbkb*^*+/+*^; *P301S*+, and *Ikbkb*^*−/−*^; *P301S*+ male mice. For all sample sets, total RNA was extracted using Quick-RNA miniprep (R1055, Zymo Research). RNA quality was examined by a 2100 Bioanalyzer Instrument (Agilent Genomics). RNA samples with RNA integrity numbers greater than 8 were used for complementary DNA library construction. For sample set 1–3, cDNA library generation was done using the QuantSeq 3′ mRNA-Seq Library Prep Kit (FWD) for Illumina (K01596, Lexogen) following the manufacturer’s instructions. The qualities of the cDNA library were assessed using Qubit 2.0 fluorometer to determine the concentrations and 2100 Bioanalyzer Instrument to determine insert size. cDNA library samples were then sequenced with the HiSeq 4000 System (Illumina). For sample set 4, cDNA library generation and RNA-seq service were performed by Novogene (Novogene Co., Ltd, Sacramento, California). Briefly, oligo(dT) beads were used to enrich mRNA. After chemical fragmentation, the cDNA libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (E7530S, New England Biolabs). The quality of the cDNA library was also assessed by Qubit assay for concentration, Bioanalyzer 2100 for insert size, and qPCR for effective library size. cDNA library samples were then sequenced with the HiSeq 4000 at PE150. On average, 0.02–0.03% error rate was detected. Raw reads were filtered by (1) removing reads containing adaptors; (2) removing reads containing *N* > 10% (N represents base that could not be determined); (3) The Qscore (Quality value) of over 50% bases of the read is ≤5.

### Data analyses of bulk RNA-seq

For sample sets 1–3, RNA-seq reads were mapped using the BlueBee genomics platform and the GENCODE GRCm38 mouse genome (Lexogen QuantSeq 2.2.3) as a reference genome. For sample set 4, RNA-seq read mapping was performed using the STAR program^76^ and the same GENCODE GRCm38 mouse genome was used as reference. The total mapping rate is more than 95% and the unique mapping rate is >90%. The read count table was generated with the RSEM program^77^. Differential gene expression was calculated with R package edgeR^78^ and limma^79^. Counts were normalized with the trimmed mean normalization method^80^. FDR was calculated using the Benjamini–Hochberg method. DE genes were defined with FDR less than 0.05 in comparison to the control group.

### Isolation of nuclei from frozen mouse brain tissue

The protocol for isolating nuclei from frozen postmortem brain tissue was adapted from a previous study with modifications^54,81^. All procedures were done on ice or at 4 °C. In brief, mouse brain tissue was placed in 1500 µl of Sigma nuclei PURE lysis buffer (Sigma, NUC201-1KT) and homogenized with a Dounce tissue grinder (Sigma, D8938-1SET) with 15 strokes with pestle A and 15 strokes with pestle B. The homogenized tissue was filtered through a 35 µm cell strainer and was centrifuged at 600 × *g* for 5 min at 4 °C and washed three times with 1 ml of PBS containing 1% BSA, 20 mM DTT, and 0.2 U µl^−1^ recombinant RNase inhibitor. Then the nuclei were centrifuged at 600 × *g* for 5 min at 4 °C and resuspended in 500 µl of PBS containing 0.04% BSA and 1× DAPI, followed by FACS sorting to remove cell debris (Supplementary Fig. 7h). The FACS-sorted suspension of DAPI-stained nuclei was counted and diluted to a concentration of 1000 nuclei per microliter in PBS containing 0.04% BSA.

### Droplet-based single-nuclei RNA-seq

For droplet-based snRNA-seq, libraries were prepared with Chromium Single Cell 3’ Reagent Kits v3 (10× Genomics, PN-1000075) according to the manufacturer’s protocol. cDNA and library fragment analysis was performed using the Agilent Fragment Analyzer systems. The snRNA-seq libraries were sequenced on the NovaSeq 6000 sequencer (Illumina) with 100 cycles.

### Analysis of droplet-based single-nuclei RNA-seq

Gene counts were obtained by aligning reads to the mouse genome (mm10) with Cell Ranger software (v.3.1.0) (10× Genomics). To account for unspliced nuclear transcripts, reads mapping to pre-mRNA were counted. Cell Ranger 3.1.0 default parameters were used to call cell barcodes. We further removed genes expressed in no more than two cells, cells with a unique gene count over 8000 or less than 300, and cells with a high fraction of mitochondrial reads (>5%). Potential doublet cells were predicted and removed using DoubletFinder^55^ for each sample. Normalization and clustering were done with the Seurat package v3.0.1^82^. In brief, counts for all nuclei were scaled by the total library size multiplied by a scale factor (10,000), and transformed to log space. A set of 2000 highly variable genes was identified with FindVariableFeatures function based on a variance stabilizing transformation (vst). Principal component analysis (PCA) was done on all genes, and t-SNE was run on the top 15 PCs. Cell clusters were identified with the Seurat functions FindNeighbors (using the top 15 PCs) and FindClusters (resolution = 0.1). For each cluster, we assigned a cell-type label using statistical enrichment for sets of marker genes and manual evaluation of gene expression for small sets of known marker genes. The subset() function from Seurat was used to subset microglia-only cells. Differential gene expression analysis was done using the FindMarkers function and MAST^83^.

### Cell trajectory using Monocle3

For microglial trajectory analysis, the microglial population was first isolated from the other cell types using the previously identified cell types. A separate Seurat object was created for microglia, followed by normalization with a scale factor of 10,000. FindVariableFeatures function was run again to identify the most variable gene-specific for microglia. The microglial Seurat object was then converted into a Monocle3 object with as.cell_data_set function. Size factor estimation of the new CDS (cell dataset) was performed using estimate_size_factors function with default parameters. Further processing of the CDS was carried out using preprocess_cds function with the num_dim parameter set to 9. UMAP was then performed to reduce the dimensionality of the data. Cell clusters were then visualized with cluster_cells function with the parameter K equals to 9. learn_graph function was used to determine the trajectory and the *Ikbkb*^*−/−*^; *P301S*+ cluster was selected as the origin of the trajectory.

### Gene network and functional enrichment analysis

Gene network and functional enrichment analysis were performed by QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity) or by GSEA with molecular signatures database (MSigDB)^84,85^. Significant DEGs and their log2 fold change expression values and FDR were inputted into IPA for identifying canonical pathways, biological functions, and upstream regulators. Upregulated or downregulated significant DEGs were inputted into GSEA (http://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp) to identify hallmark and gene ontology pathways. The *p*-value, calculated with the Fischer’s exact test with a statistical threshold of 0.05, reflects the likelihood that the association between a set of genes in the dataset and a related biological function is significant. A positive or negative regulation z-score value indicates that a function is predicted to be activated or inhibited. Transcription factors (Supplementary Fig. 5 and Supplementary Fig. 9) were predicted using TRRUST reference database of human transcriptional regulatory interactions^86^.

### Plexxikon drug administration

Plexxikon diet containing 1200 mg/kg PLX5622 compound (Plexxikon Inc., Berkeley) was used as the sole food source for 2 weeks to deplete microglia before inoculation of tau seeds. Control diet with the same base formula but no compound was used for the control group. Mice were fed with plexxikon diet throughout the whole experiment to suppress microglial repopulation^48^.

### Preparation of PSP brain extract

Human brain tissues from PSP cases, which were diagnosed based on accepted neuropathology criteria, were obtained from UCSF Memory and Aging Center. All brains were donated after consent from the next of kin or an individual with legal authority to grant such permission. The use of postmortem brain tissues for research was approved by the University of California, San Francisco’s Institutional Review Board with informed consent from patients or their families. The institutional review board has determined that clinicopathologic studies on deidentified postmortem tissue samples are exempt from human subject research according to Exemption 45 CFR 46.104(d)(2). Brain extracts were prepared as previously described^87^. Briefly, PSP brain tissue was homogenized at 10% (w/v) in sterile phosphate-buffered saline (PBS) with protease, phosphatase, and HDAC inhibitors. After brief sonication (power 40, 5 min, 10 s cycles), the homogenates were centrifuged at 3000 × *g* for 5 min at 4 °C. The protein concentration of the supernatant was measured by BCA assay and then aliquoted and frozen at −80 °C until use.

### Stereotaxic injection

The stereotaxic surgery was performed as previously described^88^. Briefly, 3-month-old mice that had been fed with PLX or a control diet or injected with tamoxifen were anesthetized with 2% isoflurane by inhalation during the surgery. When deeply anesthetized, mice were secured on a stereotaxic frame (Kopf Instruments) and were unilaterally injected into the right hippocampus using CA1 coordinates (bregma, −2.5 mm; lateral, +2 mm; and depth, −1.8 mm) with a Hamilton syringe under aseptic conditions. The following tau seeds were inoculated: (1) 3 μL of 4.3 μg/ul PSP brain extracts for microglia-depleted PS19 mice (Supplementary Fig. 4); (2) 2 μl of 2.5 μg/ul K18/PL tau fibrils for microglia-depleted PS19 mice (Fig. 4a–c) and PS19 mice with microglial NF-κB inactivation (Fig. 4f–h); (3) 2 μL of 0.2 μg/ul K18/PL tau fibrils for PS19 mice with microglial NF-κB activation (Fig. 4k–m). Same volumes of PBS were injected into PS19 mice or the same amount of tau seeds were injected into non-transgenic mice as control. Mice were monitored during the anesthesia until recovery. After 3 months (for PSP brain extracts) or 1 month (for K18/PL tau fibrils) of spreading, mice were perfused for whole-brain immunohistochemistry of AT8 or MC1 tau as described.

### Morris water maze

Morris water maze studies were conducted during daylight hours. The water maze consisted of a pool (122 cm in diameter) containing opaque water (20 ± 1 °C) and a platform (14 cm in diameter) submerged 1.5 cm below the surface. Hidden platform training (days 1–6) consisted of 12 sessions (two per day, 2 h apart), each with two trials. The mouse was placed into the pool at alternating drop locations for each trial. A trial ended when the mouse located the platform and remained motionless on the platform for 5 s, for a maximum of 60 s per trial. Mice that failed to find the platform within the 60 s trial were led to it and placed on it for 15 s. Probe trails were conducted 72 h after the final hidden training. Mice were returned to the pool with a drop location that was 180° opposite of the original target platform location in the absence of the hidden platform. Performance was measured with EthoVision video-tracking (Noldus Information Technology). Visible platform training, where the platform was cued with a mounted black-and-white striped mast, was conducted for three sessions after the conclusion of probe trials. Pre-set criteria for exclusion from the analysis included floating and thigmotaxic behaviors, neither of which was observed in current studies.

### Statistics

The sample size for each experiment was determined on the basis of previous publications. All in vitro experiments were performed with a minimum of three biological replicates. Mean values from at least three independent experiments were used for computing statistical differences. All in vivo experiments were performed with a minimum of four mice per genotype. All in vivo data were averaged to either individual mouse (microglia number counts), individual section (MC1, AT8 tau), or individual microglia (Imaris morphology analysis), and mean values were used for computing statistical differences. Data visualization was done with Graphpad and R package ggplot2^89^. Statistical analyses were performed with Graphpad prism 9.0 (*t*-test, one-way and two-way ANOVA) (Graphpad, San Diego, California), STATA 12 (multilevel mixed-effects model) (StataCorp), R (R Foundation for Statistical Computing, Vienna, Austria). Values are reported as mean ± standard error of the mean (SEM) or standard deviation (SD). The Shapiro-Wilk test of normality and F test to compare variances were applied to datasets when applicable. Unpaired two-tailed or one-tailed *t-*test was used to compare two groups. Mann–Whitney test was used when the normality test is not passed. One-way ANOVA was used to compare data with more than two groups. Two-way ANOVA was used for groups with different genotypes and/or time as factors. Tukey’s and Sidak’s post-test multiple comparisons were used to compare the statistical difference between designated groups. The multilevel mixed-effects linear regression model was used when parameters vary at more than one hierarchical level. All *P*-values of enrichment analysis are calculated by right-tailed Fisher’s exact test. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Suppementary data 1

Suppementary Data 2

Suppementary Data 3

Suppementary Data 4

Suppementary Data 5

Suppementary Data 6

Suppementary Data 7

Suppementary Data 8

Suppementary Data 9

Suppementary Data 10

Suppementary Data 11

Suppementary Data 12

Suppementary Data 13

Suppementary Data 14

Suppementary Data 15

Suppementary Data 16

Suppementary Data 17

Suppementary Data 18

## Data Availability

All data supporting this study are involved in the paper and its supplementary files. All RNA-seq data were deposited in the Gene Expression Omnibus (GEO) under the following series accession numbers: bulk-tissue RNA-seq GSE198013; mouse single-nuclei RNA-seq, GSE198014. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Microglial NF-κB drives tau spreading and toxicity in a mouse model of tauopathy
**Source:** Nat Commun. 2022 Apr 12;13:1969. doi: 10.1038/s41467-022-29552-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used to collect data.

Data analysis All custom codes used for snRNAseq data analysis have been archived at Zenodo (<https://doi.org/10.5281/zenodo.6336233>) and are directly available at [https://github.com/lifan36/Wang\\_et\\_al\\_NatC\\_2021](https://github.com/lifan36/Wang_et_al_NatC_2021). ImageJ Software (v.2.1.0) (NIH) was used for image processing and analysis. Bulk RNA-seq reads were mapped using the BlueBee genomics platform and the STAR program. The read count table was generated with the RSEM program. Differential gene expression was calculated with R package edgeR and limma. For single-nuclei RNAseq, gene counts were obtained by aligning reads to the mouse genome (mm10) with Cell Ranger software (v.3.1.0) (10x Genomics). Potential doublet cells were predicted and removed using DoubletFinder for each sample. Normalization and clustering were done with the Seurat package v3.0.1 82. Gene network and functional enrichment analysis were performed by QIAGEN's Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, [www.qiagen.com/ingenuity](http://www.qiagen.com/ingenuity)) or by GSEA with molecular signatures database (MSigDB) (<http://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp>). Statistical analyses were performed with Graphpad prism 8.0 (Graphpad, San Diego, California), STATA 12 (StataCorp) and R (R Foundation for Statistical Computing, Vienna, Austria). Data visualization were done with Graphpad and R package ggplot2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting this study are involved in the paper and its supplementary files. All RNA-seq data were deposited in the Gene Expression Omnibus (GEO) under the following series accession numbers: bulk-tissue RNA-seq GSE198013 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198013>]; mouse single-nuclei RNAseq, GSE198014 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198014>]. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size for in vivo and in vitro experiment was determined on the basis of previous publications and our experience. For the studies in live animals, the number of animals was determined by power analysis using information from similar studies of our publications or others' (Tau inoculation experiment was base on PMID: 23325240; microglia depletion experiment was based on our previous publication PMID: 30735499; Analysis of tau pathology and spatial learning in PS19 mice was based on PMID: 34851693, PMID: 21698260, PMID: 17270732). For RNAseq studies, the number of samples were determined according to our previous publications including PMID: 33054973, PMID: 30735499, PMID: 34851693, PMID: 31873194. For studies involved in brain section analysis, the number of slice was determined based on our previous studies and account for variabilities (PMID: 30735499, PMID: 34851693, PMID: 31873194). For in vitro experiments, we determined the experimental replications to account for the technical variabilities and changes with treatment based on our experience. |
| Data exclusions | In our analysis of Droplet-Based Single-nuclei RNA-seq, we removed genes expressed in no more than 2 cells, cells with unique gene counts over 8,000 or less than 300, and cells with high fraction of mitochondrial reads (> 5%). Potential doublet cells were predicted and removed using DoubletFinder for each sample.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All in vitro experiments were performed with a minimum of 3 biological replicates. All in vivo experiments involving behavioral tests and pathology analysis were performed with a minimum of 4 mice per genotype. The samples for snRNAseq were 2-4 mice per genotype. All attempts at replication were successful when a representative data set is provided.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | In Morris water maze test, all mice from four genotypes were randomly assigned a new number. The hidden platform training and probe trials were conducted by new numerical order. The samples in all in vivo experiments (tau inoculation and microglia depletion, snRNAseq) were randomly allocated into experimental groups in a age-matching and sex-matching manner. For in vitro experiments, control and treatment groups were attributed randomly on wells and plates and account for the location effects.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Experimenters were blinded of genotypes when performing image analysis and quantification, including quantification of MC1 positive area, AT8+ cells, microglial number and Imaris analysis. Experimenters were blinded to group allocation during data collection and/or analysis for all of our in vivo experiments (Morris water maze test, snRNAseq, tau inoculation, microglia depletion). For in vitro experiments, experimenters labels the treatments, collected, and proceeded the samples. Thus, it is not possible for blinding. For RNAseq experiments, the samples were assigned IDs and then processed blindly. We decoded the sample identities when we integrated the datasets.                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>anti-Iba1 (Fujifilm Wako, 019-19741): IHC (1:500)</p> <p>anti-MC1 (a kind gift from P. Davies): IHC (1:500)</p> <p>anti-phosphor-tau pS202/T205 AT8 (Thermo Fisher Scientific, # MN1020): ELISA (1ug/ml); IF (1:500)</p> <p>Biotin-HT7 (Thermo Fisher Scientific, #MN1000B): ELISA(1:200)</p> <p>anti-dendra2 (antibodies, Cat# ABIN361314), IF dilution: 1:1000</p> <p>rat anti-lamp1(Hybridoma bank, Cat # 1d4b), IF dilution: 1:1000</p> <p>Alexa Fluor 488 conjugated goat IgG against rabbit (Invitrogen: Cat # A-11034), IF dilution: 1:500</p> <p>Alexa Fluor Cy5 conjugated goat IgG against rat (Invitrogen: Cat # A10525), IF dilution: 1:500</p> <p>Alexa Fluor 568 conjugated goat IgG against mouse (Invitrogen# A-11004): IF (1:200)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Validation      | <p>All antibodies, except MC1, are commercial and have been chosen based on widely citation in literature. The validation/information is listed as following:</p> <p>anti-Iba1 (Fujifilm Wako, 019-19741): Reliability in IHC and immunostaining is validated by many citations. (PMID: 30735499; PMID: 17270732).</p> <p>anti-MC1 (a kind gift from P. Davies): Validated by Dr Davis's publication and its reliability in IHC is validated by many citations and our previous published work. PMID: 9130141, PMID: 31873194, PMID: 34851693</p> <p>anti-phosphor-tau pS202/T205 AT8 (Thermo Fisher Scientific, # MN1020): this Antibody has 664 references and was verified by Cell treatment to ensure that the antibody binds to the antigen stated as described in Thermo Fisher Website (<a href="https://www.thermofisher.com/antibody/product/Phospho-Tau-Ser202-Thr205-Antibody-clone-AT8-Monoclonal/MN1020">https://www.thermofisher.com/antibody/product/Phospho-Tau-Ser202-Thr205-Antibody-clone-AT8-Monoclonal/MN1020</a>)</p> <p>Biotin-HT7 (Thermo Fisher Scientific, #MN1000B): The MN1000B immunogen is purified human Tau, epitope human Tau between residue 159 and 163 (numbering according to human Tau40), corresponding to the amino acid sequence PPGQK. Its reliability in ELISA is validated by many citations. PMID: 26057852</p> <p>anti-dendra2 (antibodies, Cat# ABIN361314): application in immunofluorescence independently validated for Immunocytochemistry by Neurology Lab (INSERM). PMID: 32005807.</p> <p>rat anti-lamp1 (Hybridoma bank, Cat # 1d4b): application in immunofluorescence validated by original publication and its reliability is validated by many citations. PMID: 32005807</p> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                       |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Tau RD P301S FRET biosensor (ATCC#CRL-3275)                                                                                                                                                                                                                           |
| Authentication                                                    | Tau RD P301S FRET biosensor (ATCC#CRL-3275) was obtained under the material transfer agreement (MTA) for laboratory research use only. We used it to evaluate the tau seeding activity in this study, a well established assay used by many studies (PMID: 25261551). |
| Mycoplasma contamination                                          | Tau RD P301S FRET biosensor (ATCC#CRL-3275) has been tested by ATCC for no mycoplasma contamination                                                                                                                                                                   |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | There was no commonly misidentified cell line was used in the study.                                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>microglia depletion and K18/PL tau fibril inoculation in PS19 mice: the mice were treated at 2.5mo, tau inoculation at 3m and harvested at 4mo. Mice were housed no more than 5 per cage, given ad libitum access to food and water and were housed in a pathogen-free barrier facility with 72°F, 50% humidity, 12-hour light on/off cycle</p> <p>Tau-P301S transgenic mice (P301S+, JAX:008169) or Cx3cr1CreERT2/CreERT2 mice (JAX: 021160) were crossed with IkbkbF/F mice (MGI:2445462) or R26-StopFLikk2ca (IkbkbCAF/F) mice (JAX:008242) to obtain P301S+;IkbkbF/F, P301S+;IkbkbCAF/F, Cx3cr1CreERT2/+;IkbkbF/F, and Cx3cr1CreERT2/+;IkbkbCAF/F mice. P301S+;IkbkbF/F mice were then crossed with Cx3cr1CreERT2/+;IkbkbF/F mice to obtain P301S+;Cx3cr1CreERT2/+;IkbkbF/F mice and littermates controls including IkbkbF/F, Cx3cr1CreERT2/+;IkbkbF/F, and P301S+;IkbkbF/F mice. Similarly, P301S+;IkbkbCAF/F mice were then crossed with Cx3cr1CreERT2/+;IkbkbCAF/F mice to obtain P301S+;Cx3cr1CreERT2/+;IkbkbCAF/F mice and littermates controls including IkbkbCAF/F, Cx3cr1CreERT2/+;IkbkbCAF/F, and P301S+;</p> |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

lkbkbCAF/F mice.

1) Figure 4: Tamoxifen induction started from 2.5mo, tau inoculation at 3mo and harvested at 4mo. 2) Figure 5 and Figure 6: mice were tested for spatial memory in 8-9mo and harvested at 9-10mo. 3) Figure 7: SnRNAseq, 9-10mo.

Mice of both sexes were used for all experiment except for RNA-seq, which used only male mice.

Wild animals

no wild animals were used in the study.

Field-collected samples

no field collected samples were used in the study.

Ethics oversight

All animal work was performed in accordance with NIH guidelines and protocols approved by University of California, San Francisco, Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

In brief, mouse brain tissue was placed in 1500  $\mu$ l of Sigma nuclei PURE lysis buffer (Sigma, NUC201-1KT) and homogenized with a Dounce tissue grinder (Sigma, D8938-1SET) with 15 strokes with pestle A and 15 strokes with pestle B. The homogenized tissue was filtered through a 35- $\mu$ m cell strainer and were centrifuged at 600 g for 5 min at 4°C and washed three times with 1 ml of PBS containing 1% BSA, 20 mM DTT and 0.2 U  $\mu$ l<sup>-1</sup> recombinant RNase inhibitor. Then the nuclei were centrifuged at 600 g for 5 min at 4°C and re-suspended in 500  $\mu$ l of PBS containing 0.04% BSA and 1x DAPI.

Instrument

Sony Corporation, LE-MA900FP

Software

Sony Corporation, Cell Sorter Software v3.2

Cell population abundance

10.45% of total events were DAPI+ nuclei using DAPI-A vs DAPI-H.

Gating strategy

Most events were included in the FSC/SSC gate. Singlet, DAPI-stained nuclei were sorted using DAPI-A vs DAPI-H.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Microglial NF-κB drives tau spreading and toxicity in a mouse model of tauopathy
**Source:** Nat Commun. 2022 Apr 12;13:1969. doi: 10.1038/s41467-022-29552-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Endotoxin levels of tau monomer and fibrils.

**Title: Supplementary Data 2.**

**Description:** The differentially expressed genes (FDR<0.05) in primary microglia treated with full length tau fibrils (n=4) in comparison to vehicle control (n=4).

**Title: Supplementary Data 3.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Figure 1b.

**Title: Supplementary Data 4.**

**Description:** The differentially expressed genes (FDR<0.05) in isolated microglia from 11-month-old PS19 mice (n=4) in comparison to non-transgenic control (n=4).

**Title: Supplementary Data 5.**

**Description:** The differentially expressed genes (FDR<0.05) both changed in tau fibrils stimulated primary microglia and microglia isolated from 11-month-old PS19 mice in comparison to their corresponding controls.

**Title: Supplementary Data 6.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Figure 1f.

**Title: Supplementary Data 7.**

**Description:** The differentially expressed genes (FDR<0.05) both changed in ikbkbCA microglia and tau fibrils stimulated primary microglia in comparison to their corresponding controls.

**Title: Supplementary Data 8.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Figure 2e.

**Title: Supplementary Data 9\_1.**

**Description:** The differentially expressed genes (FDR<0.05) uniquely changed in ikbkb<sup>-/-</sup> primary microglia (n=4) in comparison to ikbkb<sup>+/+</sup> microglia (n=4).

**Title: Supplementary Data 9\_2.**

**Description:** The differentially expressed genes (FDR<0.05) uniquely changed in ikbkbCA primary microglia (n=5) in comparison to ikbkb<sup>WT</sup> microglia (n=5).

**Title: Supplementary Data 10-1.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Supplementary Figure 2a.

**Title: Supplementary Data 10-2.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Supplementary Figure 2b.

**Title: Supplementary Data 10-3.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Supplementary Figure 2c.

**Title: Supplementary Data 11.**

**Description:** The differentially expressed genes (FDR<0.05) both changed in ikbkbCA and ikbkb-/-primary microglia in comparison to their corresponding controls.

**Title: Supplementary Data 12.**

**Description:** The upregulated differentially expressed genes (FDR<0.05) in cortical tissues of IkbkbCA mice (n=4) in comparison to IkbkbWT mice (n=4).

**Title: Supplementary Data 13.**

**Description:** The differentially expressed genes (FDR<0.05) in cortical tissues of ikbkb+/+;P301S+ mice (n=4) but not in ikbkb-/-;P301S+ mice (n=4), in comparison to ikbkb+/+ mice (n=4).

**Title: Supplementary Data 14.**

**Description:** DEGs list (highlighted in blue) for each IPA canonical pathway shown in Figure 6f.

**Title: Supplementary Data 15.**

**Description:** The signature differentially expressed genes ( $p_{val\_adj}$ <0.05) from 5 monocle microglia subclusters shown in Figure 7C. avg\_logFC: log fold-change of the average expression between the two groups;  $p_{val\_adj}$ : Adjusted p-value, based on bonferroni correction using all genes in the dataset.

**Title: Supplementary Data 16-1.**

**Description:** The snRNA-seq differentially expressed genes (FDR<0.05, Log2FC>0.1 or <-0.1) in microglia from ikbkb-/- P301S+ mouse cortical tissues (n=2) in comparison to ikbkb+/+ P301S+ mice (n=3).

**Title: Supplementary Data 16-2.**

**Description:** The snRNA-seq differentially expressed genes (FDR<0.05, Log2FC>0.1 or <-0.1) in microglia from ikbkbCA;P301S+ mouse cortical tissues (n=2) in comparison to ikbkb+/+;P301S+ mice (n=3).

**Title: Supplementary Data 17.**

**Description:** The differentially expressed genes ( $p_{val\_adj}$ <0.05) from monocle microglia subcluster 3 vs subcluster 1 and from subcluster 4 and 5 vs subcluster 1 shown in figure 7g. The overlap 122 upregulated DEGs is shown in tab'Overlap DEGs Up' avg\_logFC: log fold-change of the average expression between the two groups;  $p_{val\_adj}$ : Adjusted p-value, based on bonferroni correction using all genes in the dataset.

**Title: Supplementary Data 18.**

**Description:** DEGs in GSE93180: Hippocampal CD11b cells in Tau-P301S model. log2(fold

change): log fold-change of the average expression between the two groups using the Wald test.  
Adjusted P-value: adjusted p-value for multiple testing using the Benjamini and Hochberg method.

How the deposited data were processed for this re-analysis (not part of the article)

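Counts of 34 QuantSeq 3′ mRNA-Seq libraries of mouse microglia were analysed, from primary microglia given tau fibrils or vehicle (4 cultures each), microglia isolated from PS19 and NTG mice (4 mice each), IkbkbCA and IkbkbWT primary microglia (5 cultures each) and Ikbkb−/− and Ikbkb+/+ primary microglia (4 cultures each). The series has 58 samples, and the 24 samples of cortex were not analysed here. The condition of each library was taken from the sample labels and the methods.

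The authors mapped the reads with the Lexogen QuantSeq pipeline on the BlueBee platform to GRCm38 with GENCODE annotation. Each table lists the reads counted on 47643 Ensembl genes as whole numbers, without normalization, followed by 5 lines for reads outside annotated genes, ambiguous reads and reads not counted for other reasons. The paper names RSEM for its read count table, which the layout of the tables does not show. Symbols and coordinates were taken from GENCODE M21 on GRCm38, which had 47224 of the 47643 identifiers. Total counts were 1672052 to 8349128 per library, reads outside annotated genes were 12.4% to 38.3% of the uniquely mapped reads and ambiguous reads were 0.409% to 0.708%.

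The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each comparison only the libraries of its 2 groups were fitted, with TMM normalization, edgeR's filterByExpr filter (minimum count 10, minimum total count 15) and the edgeR quasi-likelihood test, and genes with a Benjamini-Hochberg FDR under 0.05 were called DEGs. The difference between the effects of the IkbkbCA and Ikbkb−/− genotypes was tested in one fit of their 18 libraries. Overlaps of DEGs were compared with chance by a one-sided Fisher's exact test among the genes tested in both comparisons. The standard error of a log2 fold change was computed from the fold change and its F statistic. Where every library of a group had at most 3 counts, the fold was computed against 3 counts per library and given as a lower bound.

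Named genes are every gene the paper's results name for a comparison, Ikbkb and Cx3cr1, and the 3 highest and 3 lowest log2 fold changes among the DEGs whose groups did not overlap and whose mean count was at least 10 in the higher group, and for the genes shared by IkbkbCA and Ikbkb−/− also Irf7, Cdkn1a and Mdm2. The comparisons, tests, gene lists, this rule and the alternatives listed next were chosen before the data were examined. They were RLE normalization, total-count scaling, DESeq2, limma-voom, the likelihood ratio and exact tests of edgeR, no filter, at least 10 counts in every library, one fit of the 18 libraries of both Ikbkb experiments, age as a covariate in PS19 and leaving out each library. Chosen after the data were seen were 3 sets of IkbkbCA and IkbkbWT libraries as a covariate, the share of reads outside genes as a covariate and thinned counts in PS19, the CPM of Ddx3y as a covariate in the 18 libraries, and the use of further DEG alternatives for single genes.

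The 14 gene lists were the NF-κB targets of Fig. 1i and of Fig. 1j, the NF-κB response, the interferon response, the p53 response, the cell cycle, disease-associated microglia, homeostatic microglia, and markers of neurons, astrocytes, oligodendrocytes, border-associated macrophages, granulocytes and fibroblasts. They were tested with camera on log2 CPM (prior count 2) at a correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over all 55 pairs of list and comparison, and with fry and camera's estimated correlation as alternatives. IPA was not repeated.

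The procedure was tested on simulated counts with the means, depths and spread of these libraries, in which 200 genes were changed by at least 2-fold up or down. It recovered 59.7% to 89.8% of the changed genes that passed the filter, and 3.68% to 10.5% of the calls were false. Under the alternatives these shares were 50.5% to 98.6% and 2.99% to 25.6%. Of 200 genes changed alike in both genotypes, 0 were called in the test of the difference, and 4 of 4 lists raised 1.5-fold and 0 of 43 unchanged lists were called. The simulated genes were drawn independently of each other, while camera's estimated correlation in the data ran from -0.0976 to 0.888. The check of the lists therefore cannot show how many false calls correlated genes would give. The 56 pairs of libraries within groups were checked for repeated data, and none of the pairs was identical.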

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

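The tests of the libraries regrouped at random and of cells of another type in the PS19 libraries were set before the results were seen, and every other test in this part was chosen after. Of 168 groups of libraries and measures, 14 held a library far from the others (Dixon's test at the 95% level), where 8.4 are given by chance, and 12 of the 14 were high. Some of these may therefore be chance, and single values among them decide nothing about a condition. With DESeq2 in place of the edgeR quasi-likelihood test, the PS19 DEGs were 98.

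In vehicle library MC9, 1 read gave 0.583 CPM for Il12b and 0.583 CPM for Gm12250 while the other vehicle libraries had 0, and in Ikbkb+/+ library CW_01_13 1 read gave 0.165 CPM for Gm13822, values at the limit of the depth. Ikbkb was at 58.6 CPM in IkbkbWT library CW_01_02, against a median of 44.5 CPM in the others, and Mdm2 at 359 CPM in IkbkbWT library CW_01_05, against 258 CPM. No explanation was tested for these values.

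The IkbkbCA library CW_01_08 was far from the other IkbkbCA libraries in 4 named genes. Saa3 was at 24726 CPM (median of the others 1384 CPM), Marco at 1092 CPM (23.2 CPM) and Hp at 424 CPM (27.9 CPM), while Irf7 was at 73.4 CPM (307 CPM). Over all 11697 genes, 123 were more than 2-fold above the rest of the group in this library and 146 more than 2-fold below. Its total count of 5610956 lay within the range of the other IkbkbCA libraries, which argues against depth. The IkbkbWT library CW_01_03, which had the most oligodendrocyte marker RNA, had 99.3 CPM of Saa3, above the other IkbkbWT libraries at 27.6 to 49.4 CPM and below every IkbkbCA library. A single library of the other genotype does not decide, so cells of the oligodendrocyte lineage and another origin cannot be told apart. A response of this culture to something other than the genotype stays open and was not tested.

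The vehicle library MC10 had a total count of 4640645, against a median of 1686195 in the others. In tau-stimulated library MC3 16.3% of the uniquely mapped reads lay outside annotated genes (median of the others 21.8%), and in PS19 library CW_01_22 38.3% (20.8%). Across the 8 PS19 and NTG libraries, the first principal component of expression, with 29.5% of the variance, followed the share of reads outside genes (Pearson r = -0.907, exact permutation p = 0.00181; Spearman rho = -0.976, exact permutation p = 3.97e-04; both two-sided, 1 relation tested). Without the 2 libraries farthest from the median share, r was -0.825 (exact permutation p = 0.0736). With 6 libraries left, this p-value does not decide whether the relation rests on the 2 left out. Within the 4 PS19 libraries r was -0.887 and within the 4 NTG libraries -0.995, groups too small for a test. Whether the share reflects the quality of the RNA, nuclear RNA or the state of the cells cannot be told apart. The counts hold no direct measure of RNA quality or nuclear RNA, and the lists of microglia state were not tested against the share.

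Xist was at 165 CPM in PS19 library CW_01_21, where the other PS19 libraries had a median of 3.94 CPM, and at 29.0 CPM in NTG library CW_01_25, where the others had a median of 25.6 CPM. The labels give male mice. In CW_01_21 Ddx3y, on the Y chromosome, was at 114 CPM, within the range of the other PS19 libraries, so RNA from a female mouse and another origin cannot be told apart without the levels that a known share would give.

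In Ikbkb−/− microglia Xist had a log2 fold change of -5.25, a gene the paper does not discuss, and 4 of 4 Y-linked genes were DEGs with higher expression. These values fit a lower share of female cells in the Ikbkb−/− cultures than in Ikbkb+/+, while the paper's methods give only male mice for RNA-seq and the labels of these cultures give no sex. In IkbkbWT, where 3 libraries had little Xist and 2 much, the difference between these libraries would bound the effect of a changed mix if they differed in sex alone. The 3 libraries belong to library sets 1 and 2 and the other 2 to set 3, so an effect of the set can shrink or enlarge this difference. Of 1543 DEGs of Ikbkb−/− with enough counts there, 4.28% had a difference in the same direction and of at least the size of their log2 fold change, and of 545 genes shared with IkbkbCA 2.94%. For 341 of the genes whose effects differ between the genotypes, where the bound is 2 times the difference, 2.05% reached it in the direction that Xist sets. Few genes thus reached the size that the mix of sexes would need as the whole cause of each of the 3 sets of genes. Since sex and library set come together in these libraries, the values do not decide this. The difference had the direction of the log2 fold change in 61.3% and 68.6% of the DEGs and the shared genes (Pearson r = 0.261 and 0.572 over genes), so a part played by sex stays open, and the 5 libraries also differ in their library set. A fit with the CPM of Ddx3y as a covariate does not remove sex cleanly, since it brought Xist to -0.32 but turned the Y-linked genes the other way, to -2.43 for Ddx3y, -2.46 for Eif2s3y, -2.64 for Kdm5d and -1.98 for Uty. In that fit 416 genes were DEGs for Ikbkb−/−, against 875 in the same fit of all 18 libraries without the covariate, and the differences between genotypes kept a median of 0.987 of their size.

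Cx3cr1, whose locus carries CreERT2, had a log2 fold change of -0.56 in IkbkbCA and -1.16 in Ikbkb−/−, and 9 of the 9 libraries of both genotypes lay below every control of their comparison. The loss of 1 copy of Cx3cr1 to the CreERT2 allele, which the controls lack, is a candidate explanation. An effect of NF-κB on Cx3cr1 stays open, since allele and genotype come together in every library. The decrease was larger in Ikbkb−/−, but the difference between the genotypes did not pass (0.61, standard error 0.17, edgeR quasi-likelihood test, Benjamini-Hochberg FDR = 0.0556). It therefore does not decide whether the lost copy, which both genotypes share, is the whole cause.

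The effects of IkbkbCA and Ikbkb−/− differed in 386 genes, as tested in one fit. Of 100 regroupings of the libraries within their experiments, drawn from 8820, 1 gave as many, the real one, and the largest count of another was 283. The same count was 1 of 35 for the tau-stimulated cultures, 1 of 100 (of 126) for IkbkbCA and 1 of 35 for Ikbkb−/−. The largest number of DEGs in another split was 0, 706 and 0. The split with 706 set CW_01_01, CW_01_02, CW_01_06, CW_01_07 and CW_01_08 against the rest. For PS19, 2 of the 35 splits gave as many DEGs as the real one, so its 8 DEGs could come from grouping alone by this test. The other split gave 115 DEGs and set the 4 libraries with the lowest shares of reads outside genes, at most 23.4%, against the rest. With that share as a covariate 8 of the 8 DEGs remained, and with counts thinned to the smallest library 7 of the 8 did, which argues against depth and the share of reads outside genes as the whole cause. Marker lists higher in PS19 with camera were 0 (0 also at an unadjusted p under 0.05). This argues against neurons, astrocytes, oligodendrocytes, border-associated macrophages, granulocytes and fibroblasts as the whole cause. Cells of other types had no list and stay open.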

How the results depend on the processing

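The covariates for library sets, Ddx3y and reads outside genes, the thinned counts and the further alternatives for single genes were chosen after seeing the data. No paired analysis was possible because the labels give no replicate numbers that the compared groups share, and the library sets come from the values, not from the labels. The cause of each change given here was not tested, except where the construction of the alternative shows it.

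The number of DEGs between tau-stimulated and vehicle-treated microglia stayed within 1.5 times its value under all 8 processing alternatives, from 2655 with at least 10 counts in every library to 3311 with total-count scaling, and was 2517 to 3038 in the 8 fits that each left out 1 library. For IkbkbCA the alternatives set beforehand gave 1321 to 2229 DEGs and the 10 fits without 1 library 1253 to 1693, and with the 3 sets of libraries as a covariate, added later, there were 2846, which included all 1692, with 2060 unique to IkbkbCA and 971 for the difference between genotypes. The genes shared by tau and IkbkbCA were 520 to 637 in 18 fits, those shared by IkbkbCA and Ikbkb−/− 471 to 643, and those unique to IkbkbCA 769 to 1203. For Ikbkb−/− the 8 fits gave 1205 to 1583 DEGs, the genes unique to it were 703 to 1170 and the difference between genotypes 255 to 431 in 18 fits, with the lowest of these last 2 ranges without Ikbkb+/+ library CW_01_13.

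In PS19 the number of DEGs was 98 with DESeq2, 4 with limma-voom, 82 with the likelihood ratio test, 83 with the exact test, 166 without a filter and 0 with age as a covariate, where 552 genes had an unadjusted p under 0.05. The 8 fits without 1 library gave 4 to 54, with 54 without CW_01_22, 4 without CW_01_23 or CW_01_24, 5 without CW_01_25 or CW_01_26 and 12 without CW_01_29. On simulated data like these libraries, the shares of false calls were 21.3% with DESeq2, 19.0% with the likelihood ratio test, 17.7% with the exact test and 25.6% without a filter, against 10.5%. Upregulated DEGs shared with tau-stimulated microglia were 37, 2, 31, 31, 46 and 0 under the same alternatives in the same order, and 2 to 18 in 16 fits, with 18 without CW_01_22 and 2 without each of the NTG libraries.

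With all 18 libraries in one fit, where both experiments share one estimate of the spread, DEGs were 875 for Ikbkb−/−, 350 unique to Ikbkb−/− and 1704 unique to IkbkbCA. With Ddx3y as a covariate, added later, there were 416 DEGs for Ikbkb−/− and 162 for the difference, and the Y-linked genes turned the other way. Gene lists past the threshold were 15 with the estimated correlation, against 30, and 25 to 31 in 34 fits without 1 library.

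Total-count scaling moved the median log2 fold change of all genes to -0.164 with tau fibrils and -0.107 in IkbkbCA, from -0.0113 and -0.0472, and lowered the share of upregulated genes among the DEGs from 48.5% to 31.9% with tau fibrils, from 50.5% to 37.6% in IkbkbCA, from 52.3% to 45.3% in Ikbkb−/−, from 76.3% to 61.2% among the genes shared by tau and IkbkbCA and from 71.2% to 56.6% in the difference. It also turned the majority among the genes shared by IkbkbCA and Ikbkb−/−, with 57.7% up by TMM and 49.1% by total counts, and RLE did so for those unique to IkbkbCA, with 46.8% and 55.5%, where total counts gave 32.5%.

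Of 63 named results, 13 changed sides of the threshold under an alternative set beforehand, 5 weaker and 8 stronger, and 12 in fits without 1 library, 3 weaker, 8 stronger and 1 reversed. Alternatives added later changed 16, 7 weaker, 8 stronger and 1 reversed. The reversed value was that of Cx3cr1 in PS19, with a log2 fold change of -0.04, which was 0.0059 without a filter and -0.18 to 0.063 in 8 fits, among them 0.063 without CW_01_21, 0.016 without CW_01_29 and 0.045 without CW_01_26. DESeq2 gave no adjusted p for 3 named results. The likelihood ratio test of single genes was run only after the data were seen.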

Differences from the paper's values

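Of 17 counts that the paper states or its supplementary lists give, 8 differed from those found here, and of 53 log2 fold changes of named genes 1 differed, with 6 of the 53 compared as lower bounds because the counts of a group were at the limit of the depth.

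For PS19 microglia the paper's number of upregulated DEGs is 187 and its list has 349 DEGs, 162 of them downregulated, against 8, 8 and 0 here, where 977 genes had an unadjusted p under 0.05. Of 9 alternatives set before the data were examined, only the one without a filter came within 1.5 times the paper's 187, with 127, and none of them did so for 349 or 162, nor did any of the 8 fits without 1 library. Of the paper's 349 genes 346 were tested here, 346 had the same direction, 328 had an unadjusted p under 0.05 and 8 were DEGs, and the median absolute difference in log2 fold change was 0.0323. The paper's list of genes upregulated in both tau-stimulated and PS19 microglia has 59 genes, against 4 here, and only the alternative without a filter closed this gap, with 46.

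For the genes unique to Ikbkb−/− the paper's numbers are 208 in all, 78 upregulated and 130 downregulated, against 1066, 527 and 539 here. None of 9 alternatives set before the data were examined and none of 18 fits without 1 library closed these gaps. Of the 614 genes of the paper's Ikbkb−/− list tested here, 612 were DEGs here too. The paper's list of downregulated genes shared by IkbkbCA and Ikbkb−/− has 142, against 243 here. With all 18 libraries in one fit there were 201, which closed the gap, and so did 11 of the 18 fits without 1 library, those without IkbkbCA CW_01_06, CW_01_07, CW_01_09 or CW_01_10, without IkbkbWT CW_01_01, CW_01_02, CW_01_04 or CW_01_05, without Ikbkb−/− CW_01_17 or CW_01_18 and without Ikbkb+/+ CW_01_13, while the other alternatives did not.

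For Saa3 in IkbkbCA the paper's value is 5.74 and the one found here 6.89, with 6.82 by total-count scaling, 5.71 by limma-voom, 4.77 without CW_01_08, 6.74 without CW_01_04 and 6.78 without CW_01_05 within the standard error of 1.12 of the paper's value, and the other alternatives set before the data were examined not. With the 3 sets of libraries as a covariate, chosen after seeing the values, it was 5.67.

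The paper names 17 genes as upregulated DEGs in PS19 microglia, all of which had a positive log2 fold change here and 4 of which were DEGs. DESeq2, a fit without PS19 library CW_01_22 and, run for single genes only after the values were seen, the likelihood ratio and exact tests each called 11, adding Ank, Cox6a2, Csf1, Ctsb, Il1rn, Lpl and Tnf. Without a filter, also run for single genes after the values were seen, there were 12, with Cox8a added, and thinned counts, chosen after seeing the values, called 6, with Ank and Tnf added. Tlr2, Traf3, Lamp1, Grn and Rab34 were called by none of the alternatives run. The paper counts Lpl among the genes upregulated by tau fibrils, and here its FDR was 0.0661 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, while DESeq2 (FDR = 0.0168), limma-voom and a fit without vehicle library MC12 called it. Il12b, which the paper names as upregulated by tau fibrils, was not tested because of its low counts, and without a filter, run for single genes after the values were seen, its FDR was 0.0268 (edgeR quasi-likelihood test, Benjamini-Hochberg). The paper reports elevated Ikbkb in IkbkbCA microglia by RT-qPCR, and in the counts its log2 fold change was 0.17 and no alternative called it. These are unlike measures, since the libraries hold reads near the 3′ end of transcripts. The counts do not show which reads of the transgene would fall on Ikbkb, so they do not contradict the RT-qPCR.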

Other observations

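The tests of Cre, of DNA damage and of the library sets were chosen only after the results were seen. The genes shared by IkbkbCA and Ikbkb−/− include many interferon response genes, and both genotypes carry Cx3cr1-CreERT2 and were given 4-hydroxytamoxifen, while both controls lack Cre. An effect of Cre may therefore be part of what they share. Of the 575 shared genes, 5.39% differed between the genotypes, but since they were chosen for a common direction, an effect of Cre and a common effect of both changes in IKKβ cannot be told apart, and no library carries Cre without a change in IKKβ. One form of the hypothesis, DNA damage by Cre, needs a higher p53 response in both genotypes and not with tau fibrils. The lower of the 2 medians of the p53 response list was 0.535 on the log2 scale. With tau fibrils the median was -0.09 (camera, Benjamini-Hochberg FDR = 0.516), with 12 genes higher and 14 lower. Cdkn1a, the most abundant gene of the list, was higher there too, at 645 CPM against 412 CPM with vehicle. The medians go with this candidate explanation, Cdkn1a does not, and a biological explanation through NF-κB is not excluded.

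The IkbkbCA and IkbkbWT libraries varied together in 3 sets, the first with CW_01_01, CW_01_02, CW_01_06 and CW_01_07, the second with CW_01_03 and CW_01_08 and the third with CW_01_04, CW_01_05, CW_01_09 and CW_01_10. The labels name no batch. Oligodendrocyte markers were highest in the second set, with medians of 3.60 in CW_01_03 and 2.03 in CW_01_08 on the log2 scale against the other libraries of the genotype, which suggests different amounts of other glia in the cultures. Each set holds both genotypes. In IkbkbWT, CW_01_01, CW_01_02 and CW_01_03 had Xist at 1.81 to 2.74 CPM and Ddx3y at 152 to 171 CPM, while CW_01_04 and CW_01_05 had Xist at 483 and 513 CPM and Ddx3y at 1.18 and 2.16 CPM.

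The lists not given at a claim had the following medians of the log2 fold change, each tested with camera and Benjamini-Hochberg adjustment. With tau fibrils, neuron markers were at -0.81 over 11 genes (FDR = 2.0e-04) and astrocyte markers at -0.87 over 13 genes (FDR = 2.1e-06), with Atp1b1 and Sparcl1 the most abundant, at 245 and 237 CPM with tau fibrils and 380 and 397 CPM with vehicle. Oligodendrocyte, border-associated macrophage and fibroblast markers did not pass there with camera, at -0.05, 0.44 and -0.65 (FDR = 0.644, 0.065 and 0.0606). The border-associated macrophage and fibroblast markers did pass with fry (FDR = 5.1e-04 and 0.0265). Disease-associated microglia genes were at 0.10 (FDR = 0.175), or -0.06 by total-count scaling, and homeostatic genes at 0.16 (FDR = 0.232). Both of these lists passed with fry (FDR = 0.0094 and 0.0195).

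In PS19 the interferon response list was at 0.48 over 33 genes with camera (Benjamini-Hochberg FDR = 2.1e-07), and did not pass with the estimated correlation (FDR = 0.220) or fry (FDR = 0.0699). The p53 response list was at 0.40 with camera (Benjamini-Hochberg FDR = 0.0538), or 0.23 to 0.44 in the fits without 1 library. The cell cycle list was at 0.41 (FDR = 0.0494), or -0.14 without CW_01_21. Homeostatic microglia genes were at -0.25 by camera (Benjamini-Hochberg FDR = 0.00458), with 15 of 18 genes lower, or -0.12 without CW_01_21 and -0.43 without CW_01_30. Granulocyte markers were at -0.46 by camera over 8 genes (Benjamini-Hochberg FDR = 0.0064), or -0.15 without CW_01_21 and -0.89 without CW_01_29. The most abundant of them, S100a9, was at 516 CPM in PS19 and 721 CPM in NTG. The cell cycle, homeostatic and granulocyte lists did not pass with the estimated correlation (FDR = 0.716, 0.390 and 0.456) or fry (FDR = 0.691, 0.174 and 0.335). Neuron, astrocyte, oligodendrocyte, border-associated macrophage and fibroblast markers were at -0.18, 0.03, 0.02, 0.10 and -0.20 (camera, Benjamini-Hochberg FDR = 0.516, 0.747, 0.754, 0.697 and 0.232), and single libraries moved the sign of some of these small values.

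Border-associated macrophage markers were at -2.18 in IkbkbCA over 9 genes (camera, Benjamini-Hochberg FDR = 1.4e-04) and at -1.66 in Ikbkb−/− over 8 genes (FDR = 6.9e-06), with Mrc1 the most abundant, at 275 CPM in IkbkbCA and 416 CPM in Ikbkb−/−, against 1152 and 1214 CPM in the controls. In IkbkbCA, oligodendrocyte markers were at -0.81 (camera, Benjamini-Hochberg FDR = 0.596) and astrocyte markers at -0.75 (FDR = 0.759), and without CW_01_03 both changed sign, to 0.57 and 0.38. Without CW_01_08 the oligodendrocyte median was -1.58, and without CW_01_06 the astrocyte median was -0.41. The Fig. 1j list and disease-associated, homeostatic, neuron, granulocyte and fibroblast genes were at 0.06, 0.12, -0.06, -0.06, 1.28 and -0.32 in IkbkbCA (camera, Benjamini-Hochberg FDR = 0.151, 0.188, 0.934, 0.747, 0.175 and 0.734). Of these, only the Fig. 1j list passed with fry (FDR = 0.0031).

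In Ikbkb−/−, oligodendrocyte markers were at 0.77 over 11 genes (camera, Benjamini-Hochberg FDR = 0.00215), with 8 genes higher and 3 lower, and at -0.32 with Ddx3y as a covariate, chosen after the data were seen. Trf, the most abundant of them, was lower, at 948 CPM in Ikbkb−/− and 1252 CPM in Ikbkb+/+. Disease-associated microglia genes were at 0.20 (camera, Benjamini-Hochberg FDR = 0.00492). Neuron markers were at 0.44 (FDR = 0.0494), or as high as 1.80 under a processing alternative. Granulocyte markers were at -3.60 over 3 genes (FDR = 0.0494), or -2.08 without CW_01_11. None of these 3 lists passed with the estimated correlation (FDR = 0.114, 0.191 and 0.352), and the granulocyte list did not pass with fry either (FDR = 1.0e-03, 0.0199 and 0.0739). The Fig. 1i and Fig. 1j lists and homeostatic, astrocyte and fibroblast genes were at -0.05, 0.08, -0.05, 0.13 and 0.75 (camera, Benjamini-Hochberg FDR = 0.656, 0.516, 0.591, 0.846 and 0.146). Of these, only the Fig. 1i list passed with fry (FDR = 0.0207). No explanation of these Ikbkb−/− values was tested.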
